# Mitochondrial gene signature in the prefrontal cortex for differential susceptibility to chronic stress

**DOI:** 10.1038/s41598-020-75326-9

**Published:** 2020-10-27

**Authors:** Meltem Weger, Daniel Alpern, Antoine Cherix, Sriparna Ghosal, Jocelyn Grosse, Julie Russeil, Rolf Gruetter, E. Ronald de Kloet, Bart Deplancke, Carmen Sandi

**Keywords:** Stress and resilience, Neuroscience

## Abstract

Mitochondrial dysfunction was highlighted as a crucial vulnerability factor for the development of depression. However, systemic studies assessing stress-induced changes in mitochondria-associated genes in brain regions relevant to depression symptomatology remain scarce. Here, we performed a genome-wide transcriptomic study to examine mitochondrial gene expression in the prefrontal cortex (PFC) and nucleus accumbens (NAc) of mice exposed to multimodal chronic restraint stress. We identified mitochondria-associated gene pathways as most prominently affected in the PFC and with lesser significance in the NAc. A more detailed mitochondrial gene expression analysis revealed that in particular mitochondrial DNA-encoded subunits of the oxidative phosphorylation complexes were altered in the PFC. The comparison of our data with a reanalyzed transcriptome data set of chronic variable stress mice and major depression disorder subjects showed that the changes in mitochondrial DNA-encoded genes are a feature generalizing to other chronic stress-protocols as well and might have translational relevance. Finally, we provide evidence for changes in mitochondrial outputs in the PFC following chronic stress that are indicative of mitochondrial dysfunction. Collectively, our work reinforces the idea that changes in mitochondrial gene expression are key players in the prefrontal adaptations observed in individuals with high behavioral susceptibility and resilience to chronic stress.

## Introduction

Chronic stress is a major risk factor for the development of psychopathologies, such as depression^1–3^, a severe mental disease with a high prevalence and limited effective treatment possibilities^4,5^. Despite extensive clinical and preclinical research efforts carried out to date (e.g.,^6–12^), there is still a lack of understanding about the specific biological changes that link chronic stress with depressive symptoms.

Brain regions, such as the prefrontal cortex (PFC) and the nucleus accumbens (NAc) that are implicated in depression pathogenesis^11,13–16^ show high susceptibility to display structural and functional alterations under exposure to chronic stress^12,17–19^. In the search for potential mechanisms underlying those changes, several studies have reported gene expression changes in the PFC and NAc in both, depressive patients^16,20–22^ and rodent models of chronic stress^23–25^. A very recent comparative study has reported considerable overlap between transcriptional signatures in the PFC and NAc in human major depressive disorder and in three mouse chronic stress models, validating the use of these animal approaches to model depression^26^. Interestingly, only the enrichment of genes involved in mitochondrial function in both PFC and NAc was commonly shared between human depression and every mouse model, whereas for all other shared gene pathways each mouse model captured distinct aspects of major depression abnormalities^26^. While these findings suggest that alterations in brain mitochondrial-related gene expression may be a critical evolutionarily conserved pathway linking chronic stress with depression, this study notably did not follow up on the mitochondrial data^26^.

Mitochondria are multifunctional life-sustaining organelles responsive to life stress and increasingly recognized as potential intersection points between psychosocial experiences and biological stress responses^27,28^. For example, stress-induced mitochondrial impairments leading to decreased ATP synthesis and/or excessive production of reactive oxygen species (ROS) may affect behavior by interfering with neuroplasticity and causing neurotoxicity^28–30^. Indeed, mitochondrial dysfunction is emerging as a vulnerability factor for human depression^31,32^ and stress-related psychopathologies^28,30^. However, information regarding the precise stress-induced changes in mitochondria-associated genes in brain regions relevant for depression symptomatology, and how they relate to depression-related behavioral manifestations, is scarce. Only a few studies have investigated alterations in the transcriptional expression of mitochondria-associated genes in the brain of major depression disorder (MDD) subjects^33^, including the PFC^34^. In rodent models of chronic stress, a recent multi-omics study including genome-wide analyses identified mitochondrial-related alterations in gene expression in the bed nucleus of stria terminalis, an anxiety-related brain region^35^.

Here, we performed a genome-wide transcriptomic study using bulk transcriptomics to assess and define mitochondrial gene expression signatures in the PFC and NAc upon chronic stress. We firstly investigated whether mitochondrial gene sets and pathways would show enriched differential expression in the PFC and NAc between mice submitted to multimodal chronic restraint stress (mCRS) and unstressed control (CTR) mice. As our results revealed prominent chronic stress-induced alterations in mitochondrial pathways, we then performed a detailed analysis to understand to which extent nuclear (nDNA) and mitochondrial DNA (mtDNA)-encoded mitochondria-related genes were affected in these brain regions. In addition, to assess whether the detected mitochondrial gene expression changes are a chronic stress feature that generalizes to other protocols, we reanalyzed a previously published gene expression data set of PFC and NAc from chronic variable stress (CVS) mice^20^. Moreover, to provide translational implications of our findings, we compared our data with differential gene expression in major depression disorder (MDD) subjects^20^. Lastly, we provide evidence that the here defined mitochondrial gene expression signature reflects the mice behavioral profiles and their susceptibility to chronic stress.

## Results

### The mCRS protocol leads to changes in physiology and behavior

Mice were randomized into CTR or mCRS groups following matching according to their body weight and anxiety-like behaviors (i.e., percent time in the open arms of the EPM; see experimental schedule in Fig. 1A). The OF and NO tests confirmed that there were no a priori group differences in anxiety, locomotion, and exploration (Fig. S1A,B). During exposure to mCRS, stressed mice showed reduced body weight gain and lower food intake at the beginning of the stress paradigm than CTRs (Fig. 1B). Stress also led to increased basal blood CORT levels, as measured four days after the end of the mCRS protocol (Fig. 1C) and increased adrenal glands’ weight (Fig. 1D).

**Figure 1:**
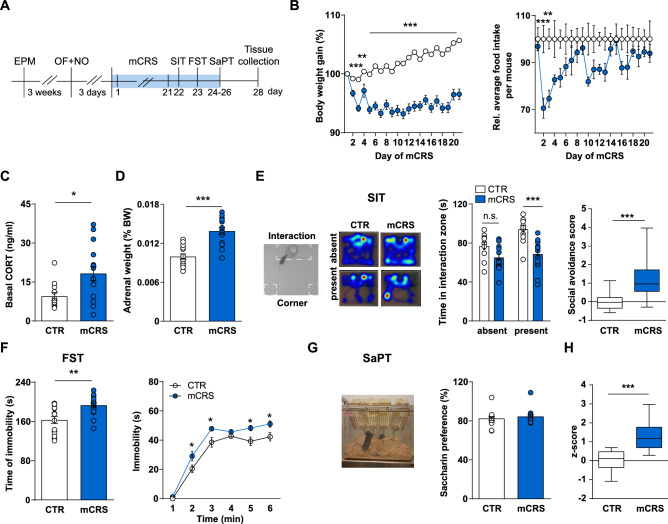
Effects of chronic stress in physiology and behavior. (**A**) Experimental timeline: Mice were randomized in two groups according to body weight and performance in the elevated plus maze (EPM) and open field and novel object (OF + NO) tests: unstressed controls (CTR) and mice submitted to multimodal chronic restrain stress (mCRS) N = 16/group. From mCRS day 21, they were tested in the social Interaction (SIT), forced swim (FST), and saccharine preference (SaPT) tests. Tissue was collected on day 28, 4 days after the last stress session. (**B**) Changes in body weight (stress effect: F_1,30_ = 94.67, *p* < 0.0001; interaction: F_20,600_ = 35.42, *p* < 0.0001; repeated measures two-way Anova, Sidak’s multiple comparison test; n = 16/group) and food intake weight (stress effect: F_1,6_ = 4.64, *p* = 0.0747; interaction: F_20,120_ = 3.841, *p* < 0.0001; repeated measures two-way Anova, Sidak’s multiple comparison test; n = 16/group). (**C**) Post-mCRS basal corticosterone (CORT) levels on day of sacrifice (Mann–Whitney U-test, two-tailed; n = 12 CTR, n = 15 mCRS). (**D**) Post-mCRS adrenal glands weight (Unpaired t-test, two-tailed; n = 15 CTR, n = 16 mCRS). (**E**) SIT: top-down view of the arena and representative heat maps when a social target is absent or present. Barplots indicate the time in the interaction zone (ST presence: F_1,25_ = 7.88, *p* = 0.0096; stress effect: F_1,25_ = 25.16, *p* < 0.0001; interaction: F_1,25_ = 3.352, *p* = 0.0791; repeated measures two-way Anova, Sidak’s multiple comparison test; n = 11 CTR, n = 16 mCRS) and the social avoidance score (Unpaired t-test, two-tailed; n = 11 CTR, n = 16 mCRS). (**F**) FST: Immobility time total (Unpaired t-test, two-tailed; n = 16/group) and per min (stress effect: F_1,30_ = 15.67, *p* = 0.0004; interaction: F_5,150_ = 1.553, *p* < 0.1769; repeated measures two-way Anova, Sidak’s multiple comparison test; n = 16/group). (**G**) SaPT: Saccharin preference over 3 days (Unpaired t-test, two-tailed; n = 16/group). (**H**) Integrated behavioral z-score (computed from z-scores of SIT, FST, and SaPT; Unpaired t-test, two-tailed; n = 11 CTR, n = 16 mCRS). Data are displayed as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001.

At the behavioral level, and as compared to CTRs, mice exposed to mCRS showed: (1) decreased sociability, as indicated by their reduced time spent in the social interaction zone and increased social avoidance score (Fig. 1E); (2) increased immobility in the FST (Fig. 1F); and (3) unaltered saccharin preference (Fig. 1G). Importantly, the computed integrated z-score indicated that mCRS exposed animals showed a significant alteration when the performance across the different tested behavioral domains was considered (Fig. 1H).

### mCRS severely affects the PFC transcriptome and leads to changes in mitochondrial pathways

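RNA from the PFC and the NAc of mCRS mice and of unstressed CTR mice was sequenced by BRB-seq, a 3′ method in which oligo-dT primers carry a barcode for each sample and all samples are then pooled. The authors mapped the reads with STAR to the mouse genome GRCm38, counted uniquely mapped reads on each gene with htseq, and provided these counts without normalization. Read copies made by PCR were counted as they came, without molecular identifiers. Standard errors of log2 fold changes are those of the edgeR fit described below, which includes the spread between libraries. There were 15 CTR and 15 mCRS libraries of the PFC and 16 CTR and 16 mCRS libraries of the NAc. The counts cover 11121 genes, 11119 of them annotated as protein-coding, and each listed gene had a count in at least 14 of the 62 libraries. Library totals ranged from 945286 to 4857359 counts, with medians of 2398072 in PFC CTR, 1966931 in PFC mCRS, 2884276.5 in NAc CTR and 2615250.5 in NAc mCRS libraries. The mCRS libraries of the PFC held counts for fewer of the listed genes, 82.3% ± 6.22 (SD, n = 15), than the CTR libraries, 87.1% ± 4.42 (SD, n = 15; two-sided permutation test, p = 0.0207). In the NAc these shares were 88.5% ± 7.43 and 90.2% ± 7.13 (SD, n = 16 each, p = 0.501 from the same test). Each region was fitted alone with edgeR's quasi-likelihood model after TMM normalization and its default filter on low counts, and mCRS was contrasted with CTR. Adjusted p values are Benjamini-Hochberg FDR values over all genes tested unless a list is named.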

Next, we performed a hypothesis-free transcriptomic analysis to explore the effects of mCRS on PFC and NAc gene expression (see Table S1 for a list of differentially expressed genes in the PFC and NAc, and Fig. S2A, B for mapping efficiency). The overall number of differentially expressed genes in the PFC following mCRS exposure was higher than the number of differentially expressed genes in the NAc (Fig. 2A–C). 

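In the PFC, 8916 genes passed the filter on low counts and 312 of them had an unadjusted p below 0.05, 189 higher and 123 lower after mCRS. In the NAc the test covered 10141 genes, of which 207 had an unadjusted p below 0.05, 100 higher and 107 lower. Random splits of the libraries gave a median of 162 such genes in the PFC (at most 364) and 181 in the NAc (at most 260). At a p below 0.01 there were 80 genes in the PFC and 29 in the NAc. With edgeR, 0 genes of the PFC had an FDR below 0.05, and the smallest FDR was 0.102. DESeq2's Wald test on the same libraries also called 0 genes in the PFC and 0 in the NAc, with 439 and 338 genes at an unadjusted p below 0.05. Only Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) had an FDR below 0.05 in the NAc with edgeR, with a log2 fold change of 5.38 (standard error 1.05, FDR = 0.0339). Of all NAc counts of Ttr, 94.0% came from NAc mCRS 10, and without that library the log2 fold change was -0.46 (FDR = 1.00). The PFC count moved most when DESeq2 was fitted to all 62 libraries, a setting chosen after seeing the data, which gave 719 genes at an unadjusted p below 0.05. Of its 11025 genes, DESeq2's own filter left 10473 without an adjusted p and 25 of the others were below 0.05, while 5 were below 0.05 when all were adjusted together. The difference between the regions in the effect of mCRS was tested gene by gene as an interaction over the 62 libraries. Of 11025 genes, 341 had an unadjusted p below 0.05, where random assignments of mCRS and CTR gave a median of 291 and at most 351, and 1 gene, Rspo2, had an FDR below 0.05.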

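Of the 20 PFC genes and 20 NAc genes that Fig. S2C,D lists, 10 and 8 are among the 11121 counted genes, and the others, Hcrt and Mlf1 among them, were not analysed here. The filter on low counts left 4 of the 10 PFC genes (Yrdc, Tmsb4x, Nomo1 and Ddit4) and 5 of the 8 NAc genes (Cck, Vps13a, Zfp942, Slc30a3 and Prdx1). All 9 had an unadjusted p below 0.05, and 0 had an FDR below 0.05 with edgeR. As the study picked these genes from the same libraries, their unadjusted p values are not independent evidence. Tmsb4x (ENSMUSG00000049775, GRCm38 chromosome X, 167207093 to 167209315) rose from a log2 CPM of 11.28 ± 0.32 in CTR to 11.81 ± 0.42 in mCRS mice (SD, n = 15 each), a log2 fold change of 0.55 (standard error 0.12, FDR = 0.121). Its FDR fell to 0.0287 without PFC mCRS 4 and to 0.0219 without PFC CTR 14. Cck (ENSMUSG00000032532, chromosome 9, 121489824 to 121495694) changed in the NAc by a log2 fold change of 1.07 (standard error 0.34, FDR = 1.00). Among the PFC genes removed by the filter, PFC mCRS 15 held 86.4% of the 81 counts of Gpr101 (ENSMUSG00000036357, chromosome X, 57496668 to 57503757). PFC mCRS 12 held 54.7% of the 203 counts of Cacng5 (ENSMUSG00000040373, chromosome 11, 107874605 to 107915055). Rspo2 (ENSMUSG00000051920, chromosome 15, 43020794 to 43170826) had 290 counts in 7 of the 16 NAc CTR libraries and 1 count in the 16 NAc mCRS libraries, with 41.2% of all its NAc counts in NAc CTR 2.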

The top 20 differentially expressed genes contained genes previously implicated in stress-vulnerability and/or depression (for details, see Fig. S2C,D), indicating that mCRS leads to pathological changes in the PFC and NAc transcriptomes. We then performed a gene set enrichment analysis to identify the most affected pathways in the PFC and NAc (Table S2) upon mCRS. The top 10 enriched pathways in the PFC, interestingly, included gene pathways implicated in mitochondrial energy synthesis, such as “oxidative phosphorylation”, “aerobic electron transport chain”, and “mitochondrial electron transport” (Fig. 2D). 

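Gene sets were tested with limma's camera on the signed z values of the edgeR fit, with a preset correlation between genes of 0.01 and adjustment over 22 sets of both regions. The sets were families of gene symbols, since the KEGG and Gene Ontology lists of the study were not analysed here. Of 77 nuclear genes for OXPHOS subunits tested in the PFC, 59 were higher after mCRS, with a median log2 fold change of 0.22 (adjusted p = 6.8e-11). The 3 with the smallest p were Uqcrb (log2 fold change 0.83, standard error 0.22, FDR = 0.560), Uqcrh (0.65, standard error 0.20, FDR = 0.665) and Cox7b (0.77, standard error 0.24, FDR = 0.802). By complex, 27 of 37 genes of complex I (adjusted p = 0.00019), 7 of 9 of complex III (0.00015), 11 of 12 of complex IV (3.2e-06) and 12 of 15 of complex V (2.2e-05) were higher. Complex II, with 4 genes, had a median log2 fold change of -0.05 and a mean of -0.03, while camera placed it upward (adjusted p = 0.829). The correlation between the OXPHOS genes of a set was larger than the preset one, 0.118 when estimated from the libraries. With the estimated correlation the adjusted p of the 77 genes was 0.0822, and with fry it was 0.127. No set of either region had an adjusted p below 0.05 under the estimated correlation or under fry. With fry the adjusted p of complex I was 0.397, and with 1 surrogate variable that of complex IV was 0.235.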

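The cytosolic ribosomal protein genes, a family of 80 genes tested in the PFC, had a median log2 fold change of 0.27, and 68 of them were higher after mCRS (camera, adjusted p = 2.1e-19). The 3 genes with the smallest p were Rpl30 (log2 fold change 0.68, standard error 0.17, FDR = 0.475), Rps3a1 (0.73, standard error 0.21, FDR = 0.560) and Rpl11 (0.64, standard error 0.18, FDR = 0.575). With an estimated correlation of 0.218 between these genes, the adjusted p was 0.0822, above 0.05. Reads from 58 of the 80 genes can also match another transcript near the 3′ end. The 22 members without such a copy had a median log2 fold change of 0.23, with 20 of them higher. The proteasome subunits, 35 genes, had a median log2 fold change of -0.03 and a mean of 0.02 (adjusted p = 0.336), and the mitochondrial ribosomal proteins, 74 genes, a median of 0.12 (adjusted p = 0.253).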

In line with these findings, translation (e.g., “ribosome” and “cytoplasmic translation”) as a cellular energy-depending process was also affected in the PFC (Fig. 2D). Gene pathways implicated in mitochondrial energy synthesis were also detected in the NAc (e.g., “oxidative phosphorylation”, “energy coupled proton transport”; Fig. 2E), although with a lower significance than in the PFC. These observations highlight profound transcriptional imbalances in mitochondrial gene expression upon mCRS particularly in the PFC.

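In the NAc, 48 of 77 nuclear OXPHOS genes were higher after mCRS, with a median log2 fold change of 0.06 (camera, adjusted p = 0.0063). Complex IV, with 9 of 11 genes higher (adjusted p = 0.0059), and complex V, with 11 of 16 higher (adjusted p = 0.0021), were past 0.05, and complexes I (0.350), II (0.350) and III (0.226) were not. The 3 OXPHOS genes with the smallest p were Cox4i1 (log2 fold change 0.24, standard error 0.10, FDR = 1.00), Atp5d (0.32, standard error 0.15, FDR = 1.00) and Ndufs4 (0.36, standard error 0.20, FDR = 1.00). The cytosolic ribosomal protein genes had a median log2 fold change of 0.08, with 59 of 80 higher (adjusted p = 0.0010). The calls for the OXPHOS genes, complexes IV and V and the ribosomal proteins were lost under fry, with adjusted p values of 0.590, 0.261, 0.187 and 0.586. The difference between the regions was tested with camera on the interaction. The nuclear OXPHOS genes had a median difference of 0.11 on the log2 scale, higher in the PFC in 47 of 78 genes (adjusted p = 0.0035), but 14 of 50 assignments of mCRS and CTR, the real one included, gave a z as far from 0. The 58 OXPHOS genes of the NAc without a copy of their sequence near the 3′ end had a median of 0.05 (33 higher, unadjusted p = 0.0641), and the 19 with a copy 0.19 (15 higher, unadjusted p = 0.00059). With a trend over transcript length, GC content and abundance removed, the unadjusted camera p of all 77 was 0.200. That of the 80 cytosolic ribosomal protein genes was then 0.0797. Of 100 splits of the NAc libraries, 25 and 33 gave a z as far from 0. From the pathways and their lower significance in the NAc, the paper reasons that mCRS changed mitochondrial gene expression above all in the PFC.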

**Figure 2:**
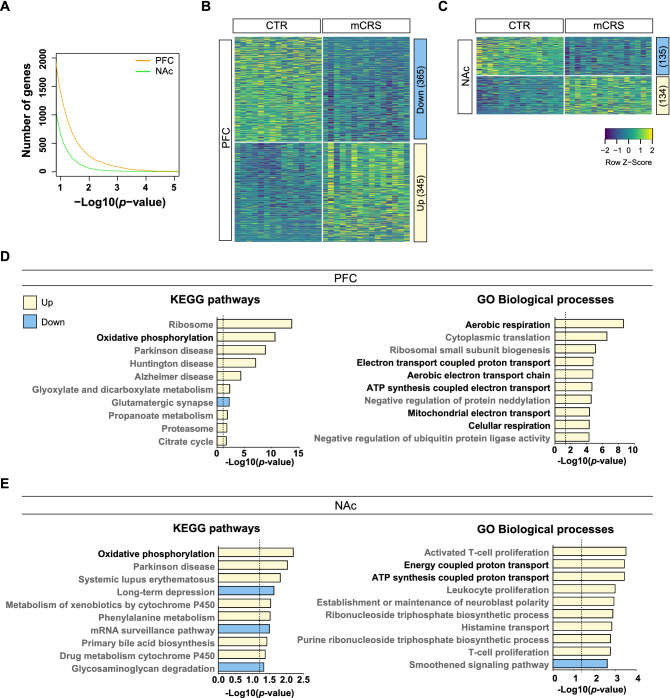
Transcriptional gene expression changes in the PFC and NAc of mice following mCRS. (**A**) Number of differentially expressed genes (CTR vs. mCRS) in the in the PFC (n = 15/group) and in the NAc (n = 16/group) from mCRS mice and unstressed CTRs in function of the *p* value. (**B**) Heatmap of normalized mRNA expression levels of genes in the PFC and (**C**) in the NAc. Yellow, high expression; blue, low expression. (**D**) Gene set enrichment analyses of differentially expressed genes in the PFC and (**E**) in the NAc. Mitochondrial pathways are highlighted in black font. Yellow bars are up-regulated pathways and blue bars are down-regulated pathways.

### Gene expression profiles of mitochondria-associated genes following mCRS

Our former analyses pointed to changes in mitochondrial pathways upon mCRS in the PFC, and to some extent in the NAc. We next focused on the mCRS-induced changes in mitochondria-associated genes to decipher the contribution of nDNA and mtDNA encoded genes. mCRS led to an up-regulation of mitochondria-associated genes encoded by both nDNA and mtDNA encoded genes in the PFC (Fig. 3A). 

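As the MitoCarta list of the study was not analysed here, nuclear genes of mitochondria were taken as a group of symbol families with 256 genes tested in the PFC. Of these, 163 were higher after mCRS, with a median log2 fold change of 0.13 (camera, adjusted p = 0.00039). The group includes OXPHOS subunits, such as Uqcrb and Uqcrh, and mitochondrial ribosomal proteins. It is therefore not evidence apart from the OXPHOS genes. The mean log2 CPM of the mtDNA protein genes was 13.12 ± 0.41 in CTR and 13.56 ± 0.42 in mCRS mice (SD, n = 15 each). Their difference of 0.43 (standard error 0.15) was as large as the spread between mice of a group and was tested by a two-sided permutation test (100000 resamples, p = 0.0083). In 14 of 15 mCRS libraries the mean lay above the CTR median. The mtDNA share of all counts, which needs no normalization between libraries, was 12.9% ± 3.00 in CTR and 16.0% ± 3.64 in mCRS mice (SD, n = 15 each, permutation test, p = 0.0153). Within the libraries numbered 1 to 8 the difference in mean log2 CPM was 0.58 (exact permutation test, p = 0.0232), and within those numbered 9 and above it was 0.26 (exact permutation test, p = 0.156). Libraries with fewer genes detected had a higher mtDNA share within PFC CTR (r = -0.64, adjusted permutation p = 0.0227, rho = -0.61, adjusted permutation p = 0.0350, r = -0.57 without the 2 farthest libraries). Within PFC mCRS the relation was r = -0.41 (adjusted permutation p = 0.171) and rho = -0.31 (adjusted permutation p = 0.345), with r = -0.57 without the 2 farthest libraries. The unadjusted p values of r were 0.0113 and 0.128, and those of rho 0.0175 and 0.259, in a family of 4 groups. With the share of genes detected as a covariate, a setting chosen after seeing the data, the difference was 0.26 (permutation p = 0.0936). With 1 surrogate variable as a covariate it was 0.22 (permutation p = 0.114). With log2 library size as a covariate it stayed above 0, with a permutation p below 0.05.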

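In the NAc the mean log2 CPM of the mtDNA protein genes was 12.89 ± 0.23 in CTR and 12.90 ± 0.26 in mCRS mice (SD, n = 16 each), a difference of 0.01 (standard error 0.09, permutation test, p = 0.904). The mtDNA share of all counts was 10.3% ± 1.31 in CTR and 10.6% ± 1.60 in mCRS mice (SD, n = 16 each, permutation test, p = 0.526). Of the 7 mtDNA genes, 6 had a log2 fold change above 0 and mt-Nd6 was at -0.25, with the smallest unadjusted p at 0.242. Their median log2 fold change was 0.06 and their mean 0.01 (camera, adjusted p = 0.226, and 0.0261 without NAc mCRS 10). The nuclear mitochondrial families, 265 genes tested, had a median log2 fold change of 0.06 with 155 genes higher (adjusted p = 0.0763). The difference between PFC and NAc in the effect of mCRS on the mtDNA mean was 0.41 on the log2 scale. The permutation p was 0.0141 when residuals from the group means were permuted within regions. When residuals of a model without the interaction were permuted instead, the permutation p was 0.0211.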

A deregulation of mitochondria associated genes was not detected in the NAc (Fig. 3A). Specifically, all of the detected mtDNA encoded genes of the oxidative phosphorylation (OXPHOS) complexes I, III and IV (i.e., *mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd5, mt-Nd6, mt-Cytb,* and *mt-Co1*) were up-regulated in the PFC of mCRS mice (Fig. 3B,C). 

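The 7 genes lie on the mitochondrial chromosome of GRCm38. They are mt-Nd1 (ENSMUSG00000064341, 2751 to 3707), mt-Nd2 (ENSMUSG00000064345, 3914 to 4951), mt-Co1 (ENSMUSG00000064351, 5328 to 6872), mt-Nd4 (ENSMUSG00000064363, 10167 to 11544), mt-Nd5 (ENSMUSG00000064367, 11742 to 13565), mt-Nd6 (ENSMUSG00000064368, 13552 to 14070, on the opposite strand) and mt-Cytb (ENSMUSG00000064370, 14145 to 15288). Their log2 fold changes in the PFC (n = 15 each) ranged from 0.25 for mt-Nd5 (standard error 0.10) to 0.59 for mt-Nd6 (standard error 0.25). The values between were 0.37 for mt-Nd2 (standard error 0.10), 0.40 for mt-Nd4 (0.14), 0.42 for mt-Nd1 (0.12), 0.43 for mt-Cytb (0.12) and 0.48 for mt-Co1 (0.15). Unadjusted p values ran from 0.00071 (mt-Nd2) to 0.0208 (mt-Nd6). Adjusted over the list alone, all 7 were below 0.05, from 0.0033 to 0.0208. This is not independent evidence, as the study turned to mitochondrial genes after its pathway results on the same samples. Over all genes tested, 0 of the 7 had an FDR below 0.05 with edgeR, and the FDR ranged from 0.560 to 1.00. DESeq2 fitted to all 62 libraries, a setting chosen after seeing the data, gave mt-Nd1 (0.0274), mt-Co1 (0.0323) and mt-Cytb (0.0339) adjusted p values below 0.05 among the genes its own filter kept. mt-Cytb had the most PFC counts, 2628490, and mt-Nd6 the fewest, 23171. The log2 CPM of mt-Cytb was 15.04 ± 0.45 in CTR and 15.47 ± 0.45 in mCRS mice (SD, n = 15 each). With 1 surrogate variable as a covariate, 0 of the 7 were below 0.05 adjusted over the list alone.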

Note that the other six mtDNA encoded genes of the OXPHOS complexes (i.e., *mt-ND3, mt-ND4L, mt-Co2, mt-Co3, mt-Atp6,* and *mt-Atp8*) were too low expressed to be reliably detected in our study*.* We verified the expression changes of selected mtDNA encoded genes by qRT-PCR and confirmed upregulation of the complex I genes *mt-Nd1* and *mt-Nd-3* (Fig. S3). 

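None of the 6 genes is among the counted genes, so their levels and changes were not analysed here. On the mitochondrial chromosome they are mt-Co2 (ENSMUSG00000064354, 7013 to 7696), mt-Atp8 (ENSMUSG00000064356, 7766 to 7969), mt-Atp6 (ENSMUSG00000064357, 7927 to 8607), mt-Co3 (ENSMUSG00000064358, 8607 to 9390), mt-Nd3 (ENSMUSG00000064360, 9459 to 9806) and mt-Nd4l (ENSMUSG00000065947, 9877 to 10173). The authors counted only reads with a unique place in the genome. Each 70-base window of these genes, the length of the sequenced cDNA read, was searched for a perfect copy in the annotated transcripts of other genes. Copies were found for 99.9% of the windows of mt-Co3, 99.5% of mt-Co2, 99.5% of mt-Atp6, 98.7% of mt-Nd4l and 97.8% of mt-Nd3, and for 0 of the 135 windows of mt-Atp8. The partners are pseudogenes on chromosome 1, among them Gm28437 (24613189 to 24613971) for mt-Co3, Gm28661 (24614885 to 24615565) for mt-Co2 and Gm10925 (24613974 to 24614651) for mt-Atp6. Among the counted mtDNA genes, mt-Nd1, mt-Nd6 and mt-Cytb had no copied window, mt-Nd4 had 61.7% and mt-Co1 42.1%. Only annotated transcripts were searched, so these shares are lower limits for the whole genome.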

To obtain information about the expression of complex V genes, we analyzed *mt-Atp6* expression and detected its up-regulation in the PFC of stressed mice as well (Fig. S3).

**Figure 3:**
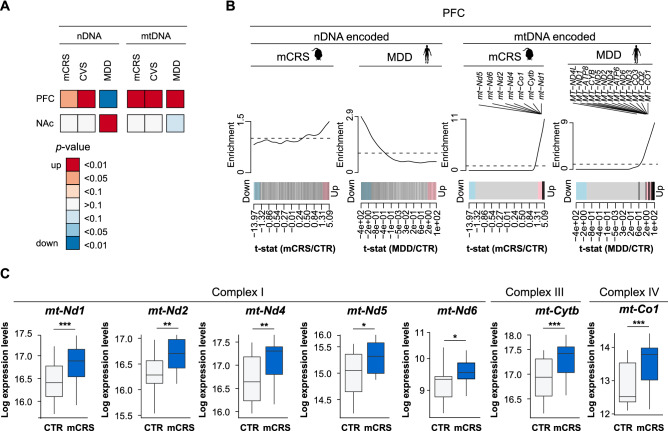
Mitochondria-related gene expression in chronically stressed mice and major depression subjects. (**A**) Enrichment analyses of mitochondria-associated genes encoded by nuclear DNA (nDNA) or mitochondrial DNA (mtDNA) in mCRS and unstressed CTR mice (n = 15/group, PFC; n = 16/group, NAc), chronic variable stress (CVS) mice (PFC: n = 19/group, NAc: n = 20/group) and *post-mortem* tissue of major depression disorder (MDD; n = 16, ventromedial (vm) PFC; n = 16, NAc) and healthy (CTR; n = 15, vmPFC; n = 17, NAc) subjects. Red, enrichment for up-regulation; blue, enrichment for down-regulation. Data of CVS mice and MDD subjects were reanalyzed from a previously published transcriptome dataset^20^. (**B**) Barcode plots for mitochondria-associated genes encoded by nDNA or mtDNA DNA in the PFC of mice exposed to mCRS and of MDD subjects. (**C**) Gene expression of mtDNA encoded genes in the PFC of mice (*p* values from generalized linear model). Data are displayed as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001.

To evaluate whether the here detected mitochondrial gene expression changes are a chronic stress feature that generalizes to other chronic stress protocols, we also tested and showed that the up-regulation of both nDNA and mtDNA encoded genes is not solely specific to mCRS but can be also detected following CVS exposure (Fig. 3A, Fig. S4).

Furthermore, in a translational effort, we next tested whether the detected mitochondrial gene expression changes in chronically stressed mice are also present under conditions of MDD. For this end, we reanalyzed the data of *post-mortem* brain tissue from MDD patients and matched control subjects previously published by Labonte et al.^20^. For our comparison, we used the data from vmPFC (henceforth termed PFC) and NAc. Interestingly, there was a high overlap in mitochondria-associated gene expression between the data in mice and MDD subjects for mtDNA-encoded genes in the PFC (Fig. 3A,B). Therefore, altogether these analyses point to mtDNA encoded gene expression changes as particularly susceptible to be altered in the context of chronic stress and depression.

### Chronic stress leads to changes in mitochondrial function and metabolism

The transcriptional changes in mitochondria associated genes indicated the presence of mitochondrial dysfunctions in mCRS mice. Thus, we assessed whether mCRS impacts mitochondrial function in the PFC and the NAc by addressing mitochondrial respiration capacity ex vivo. Our results showed a reduction in mitochondrial respiration capacity in mCRS mice in the PFC (Fig. 4A) but no changes in the NAc (Fig. 4B). To gain more insights on the impact of mCRS on brain metabolism, we performed ^1^H-magnetic resonance spectroscopy (^1^H-MRS; Fig. S5) and evaluated energy-related (i.e., creatine, phospho-creatine, glucose) metabolites, including glycolytic (i.e., alanine, lactate) ones^36^. Levels of glucose (Glc), the brain’s primary energy source, were decreased in the PFC of mCRS mice (Fig. 4C). No mCRS-induced changes in metabolites were detected in the NAc (Fig. 4D).

**Figure 4:**
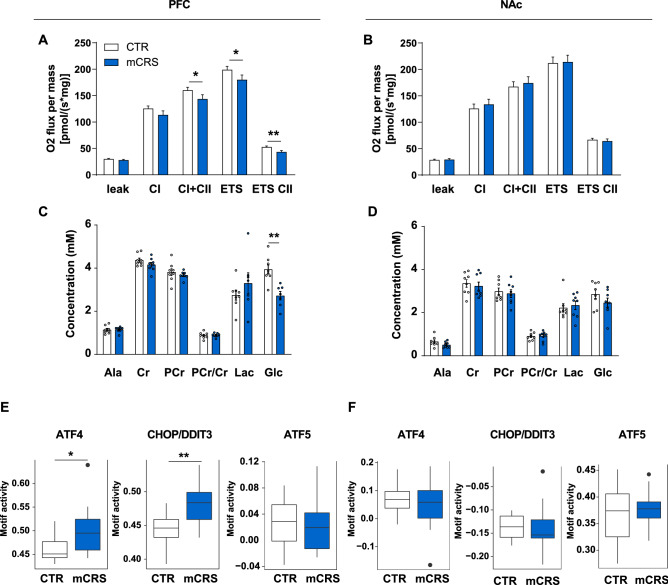
Effects of chronic stress on mitochondrial respiration and metabolites, and in silico transcription factor activity analysis in the PFC and NAc. (**A**) Ex vivo analysis of mitochondrial respiration in the PFC (*p* values from linear mixed models; n = 16 CTR, n = 15 mCRS). (**B**) Ex vivo analysis of mitochondrial respiration in the NAc (*p* values from linear mixed models; n = 16/group). (**C**) In vivo ^1^H-MRS measurements of energy metabolites in the PFC and (**D**) in the NAc (*p* values from linear models; n = 8/group). Abbreviations: Ala, alanine; Cr, creatine; PCr, phosphocreatine; Lac, lactate; Glc, glucose. (**E**) In silico analysis of BRB-seq data to determine potential transcription factor binding sites of ATF-5, ATF-4 and CHOP/DDIT3 in the promoters of differentially expressed genes in the PFC upon mCRS (Unpaired t-test, two-tailed; n = 15/group) and (**F**) in the NAc upon mCRS (Unpaired t-test, two-tailed; n = 16/group). Data are displayed as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01.

Next, we tested whether mCRS induces the mitochondrial unfolded stress-response (UPR^mt^) which is initiated by the transcription factors ATF-5, ATF-4 and CHOP/DDIT3^37–39^ upon mitochondrial dysfunctions to maintain homeostasis^40^. To predict in silico for potential transcription factor binding sites and thus activity of ATF-5, ATF-4 and CHOP/DDIT3 (“predicted motif activity”) in the promoters of differentially expressed genes in the PFC and NAc upon mCRS, we scanned ± 500 bp around the annotated transcription start site of a gene. Interestingly, our analysis revealed that the predicted ATF-4 and CHOP/DDIT3 motif activity is higher in the PFC of mCRS mice compared to CTR animals (Fig. 4E). In contrast, no increased predicted motif activity of any of the tested transcription factors was detected in the NAc of mCRS mice (Fig. 4F), indicating that the UPR^mt^ via the ATF4 pathway due to mitochondrial dysfunctions is active in the PFC of mice following mCRS.

### mtDNA encoded gene expression in the PFC correlates with mice behavioral profiles

To gather more information about whether the expression of mitochondria-associated genes in the PFC of mCRS mice can be related to mice behavioral profiles, we applied a model selection analysis of gene expression that considers the individual differences in stress and behavioral responses of the tested mice. Specifically, this method allows to extract genes either better correlating with 1) the treatment itself (i.e., mCRS) or with 2) the consequences of the treatment on behavior (i.e., z-score). In our analysis, the glucocorticoid-dependent mTOR regulator *Ddit4*^41^ would be an example for genes of group 1 and the mitochondrial gene *Ndufv2* would represent genes of group 2 (Fig. 5A, Table S1).

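Ddit4 (ENSMUSG00000020108) lies on chromosome 10 of GRCm38 from 59949669 to 59951834, and Ndufv2 (ENSMUSG00000024099), a subunit of complex I, on chromosome 17 from 66078638 to 66101559. The behavioral z-scores of single mice were not analysed here, so the values are those of mCRS against CTR. The log2 CPM of Ddit4 in the PFC was 2.65 ± 1.67 in CTR and 4.88 ± 1.78 in mCRS mice (SD, n = 15 each), from 1749 counts in all. Its log2 fold change was 2.02 (standard error 0.73, unadjusted p = 0.0077, FDR = 0.947), and it stayed between 1.85 and 2.38 with each library left out in turn. For Ndufv2 the log2 CPM was 8.35 ± 0.53 in CTR and 8.93 ± 0.60 in mCRS mice (SD, n = 15 each), a log2 fold change of 0.60 (standard error 0.19, unadjusted p = 0.0025, FDR = 0.833). DESeq2 fitted to all 62 libraries gave Ndufv2 an adjusted p of 0.0274, within the few genes its own filter kept. The same fit gave Ddit4 an unadjusted p of 5.6e-05 and, adjusted over all genes, 0.0537.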

**Figure 5:**
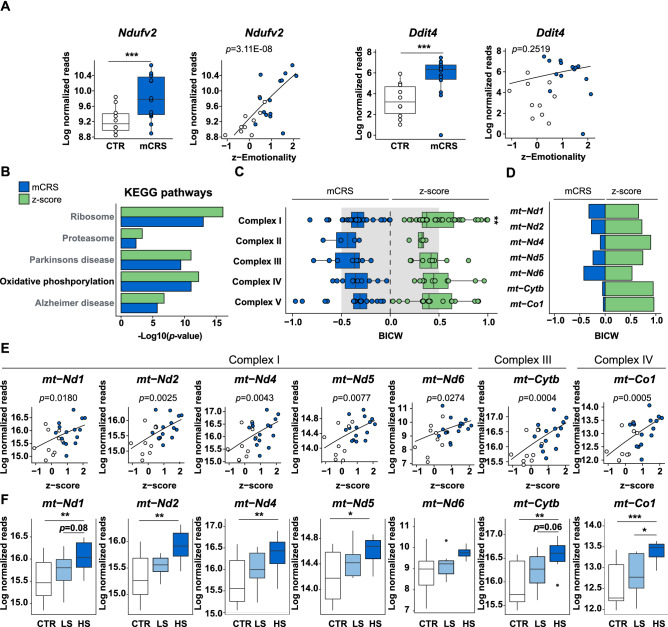
Model selection and stress susceptibility analysis of mCRS gene expression for CTR and high- and low-susceptible mCRS mice. (**A**) The gene expression profile of *Ndufv2* is better captured by a generalized linear model considering individual behavioral profiles (z-score) than a model that only considers the absence or presence of mCRS. On the other hand, *Ddit4* expression is better explained by the mCRS model than by the z-score model. (**B**) Gene pathways better described by the z-score than by mCRS. Oxidative phosphorylation is highlighted in black font. (**C**) Results of the model selection approach for genes associated with the indicated OXPHOS complexes. Genes associated with OXPHOS complex I better correlate with the integrated behavioral z-score than with mCRS. BICW, Bayesian information criterion weight. (**D**) Results of the model selection approach for detected mtDNA encoded genes. Gene expression of all detected mtDNA encoded genes are better explained by a model that relies on the integrated behavioral z-score rather than presence or absence of mCRS. (**E**) Correlational analyses between normalized mtDNA-encoded genes and integrated behavioral z-score. (**F**) Levels of mtDNA encoded genes from different OXPHOS complexes in CTR animals and mCRS mice grouped into high- (HS) or low-susceptibility (LS) to stress according to their integrated z-score (*p* values from generalized linear model). n = 11 CTR, n = 15 mCRS. Data are displayed as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001.

A gene set enrichment analysis of gene pathways better correlating with the behavioral profiles of mCRS mice led to the observation that “oxidative phosphorylation” is one of the pathways that is better explained by individual behavioral changes (z-score) than simply the absence or presence of mCRS (Fig. 5B, Table S2). A more detailed analysis of the OXPHOS complex genes showed that genes of complex I, but not of the other complexes, correlate better with the integrated behavioral z-score than with mCRS (Fig. 5C). In fact, in our study all detected mtDNA encoded genes correlated better with the z-score than with mCRS (Fig. 5D,E). In addition, we reevaluated our data by separating mCRS animals according to their susceptibility to stress [i.e., high- (HS) versus low-susceptible (LS), in accordance with^42^]. This approach showed that mCRS causes increased expression of mtDNA encoded genes only in HS but not in LS animals (Fig. 5F).

## Discussion

Mitochondrial dysfunction has been postulated as a key etiopathology factor for the development of chronic stress-induced psychopathological alterations, including depression^28,30^. Neural adaptations to chronic stress are energetically costly and mitochondria are ideally positioned to contribute to them by providing energy and stress signaling molecules^28,30^. However, systematic studies describing the precise alterations in mitochondria-associated genes in the brain following exposure to chronic stress remain scarce. In this study, using a genome-wide hypothesis-free transcriptomic approach, we identified mitochondria-associated gene pathways among the categories showing the most prominent responses in the PFC and to a lesser extent in the NAc following chronic stress exposure in mice. Most importantly, we revealed that mtDNA genes coding for different subunits of the OXPHOS complexes in the PFC as particularly affected by stress, and showed that their upregulation is particularly observed in stress-vulnerable mice.

First, we confirmed that our multimodal chronic restraint stress protocol leads to reduced sociability and increased passive coping responses under adversity, two behavioral alterations also typically observed in depressive individuals^43–45^. Then, the computation of the number of genome-wide stress-responsive genes, including mitochondria-associated ones, pointed at a higher reactivity of the PFC to stress than the NAc. This observation is in line with other reports showing that, at the transcriptional level, the PFC is more severely affected than the NAc by chronic stress or major depression^20,24,46^. Rodent studies have reported opposite effects of chronic stress in neuronal structure in these two brain regions, frequently indicating decreases in spine density and dendritic complexity in the PFC^47–50^ while increase in the NAc^49,51^ (but see^52^). However, a note of caution should be added here, not only because the evidence is mixed as indicated above, but also because different cell types are involved in the referred studies. While data from the NAc has been obtained from the analysis of GABAergic projection neurons (i.e., medium spiny neurons), the atrophy described in the PFC refers to excitatory pyramidal cells. In fact, opposite results (i.e., dendritic hypertrophy) have been found in the medial PFC when analyzing the effects of chronic stress in a subpopulation of interneurons^53^. However, the relatively lower susceptibility of the NAc to show transcriptomic changes following chronic stress, including mitochondria-associated ones, contrasts with the highest vulnerability shown by the NAc than the PFC to display changes in neurometabolic markers following stress^18^. A possible reason for this discrepancy may be the different stress protocols used (i.e., 10-days chronic social defeat^18^ vs. the here applied 3-week mCRS). Note, however, that a 3-way chronic restraint protocol results as well in major metabolic changes in the NAc in stress-vulnerable mice^54^. In the future, it will be important to integrate transcriptomic and metabolic analyses in these two brain regions, ideally at the cell-type level, to further our understanding of stress-induced metabolic regulation at the transcriptional level.

Mitochondria are multifunctional life-sustaining organelles that have as a major function to perform OXPHOS, the metabolic pathway in which the electron transport chain, through its complexes I–IV, exchanges protons and electrons to eventually produce adenosine triphosphate (ATP) by complex V. Subunits of the mitochondrial complexes of OXPHOS are encoded not only by nDNA but also by mtDNA^28^. Our mitochondria-focused analysis showed that mCRS mice exhibited an up-regulated expression of mtDNA encoded genes of virtually all OXPHOS complexes, except for complex II. We furthermore showed that mtDNA encoded genes are also up-regulated in the PFC of mice subjected to another chronic stress paradigm^20^. These results align well with proteomic data indicating chronic stress-induced changes in the levels of proteins involved in mitochondrial transport and OXPHOS in the PFC^55^. Likewise, chronic stress was also shown to lead to up-regulated expression of the mtDNA-encoded complex I gene mt-*ND6* in the rat hippocampus^56^. Altogether, these findings, strongly supported the notion that an upregulated expression of mtDNA encoded genes is a common response to chronic stress. Importantly, mouse gene deletion approaches involving genes of the mitochondrial OXPHOS complexes were shown to lead to alterations in physiological stress responses^27,57^.

Importantly, we found stress-induced increases in the expression of genes coding for subunits of different complexes of the OXPHOS machinery in the PFC along with decreased levels of the energy metabolite glucose and reduced maximal capacity of mitochondrial respiration as evaluated ex vivo. Diminished mitochondrial respiration in the PFC was also reported for other chronic stress models^58^ and in fibroblasts from major depressive disorder patients^59^. Glucose levels are also typically found decreased in the brain of depressed patients^60–62^ and following chronic stress in rodents^63^, in association with a reduction in glucose transporters expression^63^. Given that glucose is the main source of energy for the mammalian brain^64^, through a key contribution to OXPHOS processes^65^, the observed increases in genes coding for OXPHOS complexes subunits may be an allostatic response to compensate for reduced fuel^28,66,67^. However, given that our neurobiological endpoints were only measured after chronic stress exposure, we cannot discard that they are not a reaction to stress-induced enhancements in mitochondrial function potentially observed at earlier time points^56,68^, particularly in the PFC^69^. Eventually, the reported compensatory changes could represent responses to the “allostatic load” induced by chronic stress^70^. Such a view would reconcile the reductions in dendrite complexity and spine density typically observed following chronic stress in the PFC^47,48^ and the increased neuronal vulnerability triggered by elevated rate of mitochondrial OXPHOS^71,72^. Increased rate of mitochondrial OXPHOS would lead to enhanced production of ROS making neurons more vulnerable and less capable of sustaining complex axonal arborization^71,73^. This view is further reinforced by the fact that the increased expression of mtDNA encoded OXPHOS genes upon chronic stress relates with the behavioral profiles of the mice and was particularly observed in high-susceptible animals. Altogether, our data point to that mCRS leads to profound changes in mitochondrial outputs in the PFC that are indicative for mitochondrial dysfunction in this brain region.

Our findings of high transcriptional susceptibility of mitochondrial pathways to stress align well with the recent observation of similar marked dysregulations across three mouse models of chronic stress and in human MDD both in the PFC and in the NAc^26^. Here, we go beyond those observations and provide translational evidence for similar upregulation of mtDNA encoded OXPHOS genes in the PFC of subjects with major depression disorder, a new finding we made by reanalyzing a previously published transcriptome data set^20^. Altogether, these findings reinforce the idea that changes in mitochondrial gene expression are key players in the prefrontal adaptations observed in individuals with high behavioral susceptibility to chronic stress.

In the future, it will be important to perform similar mitochondrial analyses as the ones included in the current study to investigate chronic stress effects in other brain regions critically involved in the brain response to chronic stress and MDD, such as the orbitofrontal cortex (OFC), hippocampus and amygdala^74,75^. These studies will be particularly relevant to understand the link between mitochondria and stress-induced changes in neuronal structure as, in contrast to the hypotrophy induced by stress in the medial PFC^47–50^ or in the hippocampus^76,77^, the basolateral amygdala^78^ (but see^79^) and the OFC show dendritic hypotrophy^80^ following similar stress protocols. In addition, future functional studies will be needed to elucidate the underlying molecular mechanisms of how the herein defined mitochondrial gene expression changes can act as a vulnerability factor for the development and/or pathology of stress-induced depression. Some evidence from the literature points to glucocorticoids via the glucocorticoid receptor (GR) as potential mediators. Previous studies have shown that both mitochondrial function^81^ and glucocorticoid actions^82,83^ in the NAc is important for the establishment of social dominance in rats, a considered vulnerability factor for depression^84^. Moreover, the GR implicated in the mesocorticolimbic dopamine system with chronic stress vulnerability^85,86^, and showed that the GR has the capability to translocate into brain mitochondria^68,87,88^ and to bind on the mitochondrial genome^56,89^ in a glucocorticoid-dependent manner^56^. It will also be important to test whether mitochondrial-targeted interventions known to ameliorate stress and anxiety responses^54,90–92^ would reverse both the behavioral and mtDNA transcriptional changes observed in stress-vulnerable mice.

In summary, we here defined the mitochondrial gene signatures upon chronic stress in the PFC and NAc, two key brain regions implicated with stress-vulnerability and depression. Our data point to a higher susceptibility of the PFC to chronic stress on a transcriptional level than of the NAc. Moreover, our studies indicate that chronic stress induces a conserved response in mtDNA encoded gene expression in the PFC. Future studies will elucidate how these mitochondrial gene signatures might mediate differential susceptibility to chronic stress.

## Material and methods

### Animals

Experimental male 6-week old C57Bl6/J mice and retired old-breeder CD1 mice serving as social targets for the SIT test were purchased from Charles River Laboratories. Experimental animals were housed four per cage (except for the CD1 mice that were due to the experimental design under single-housed conditions) and were allowed to acclimate to the vivarium for at least one week. Animals were handled for at least 1 min per day for three subsequent days and then were weighted upon arrival and then weekly to ensure good health. Animals were kept under standard housing conditions on corn litter in a temperature- (23 ± 1 °C) and humidity- (40%) controlled animal room with a 12 h light/dark cycle (7 am–7 pm) with ad libitum access to food and water. All animal procedures were conducted in accordance with the regulations and approved by the Cantonal Ethics Committee of the Canton Vaud, Switzerland.

### Behavioral and physiological characterization

Mice (7 weeks old) were randomized in two equivalent groups according to their body weight and performance in the elevated plus maze (EPM). They were then exposed at the age of 10 weeks to open field and novel object (OF + NO) tests to verify the effectiveness of the randomization. Starting at an age of 11 weeks one group of mice was then exposed to chronic multimodal chronic restraint stress (mCRS; n = 16), the other was kept as unstressed controls (CTR; n = 16). Body weight and food intake was measured daily before stress exposure. Mice (14 weeks old) were then tested in the social interaction test (SIT), the forced swim test (FST), and the saccharin preference test (SaPT). Trunk blood was collected during sacrifice (15 weeks old) for basal plasma corticosterone (CORT) measurements and the adrenal glands were dissected to determine adrenal glands’ weight.

### EPM

The EPM was performed under baseline conditions to randomize animals into experimental groups according to their anxiety levels, a vulnerability factor for depression^93^. The apparatus consisted of black PVC with a white floor with two open arms and two closed arms (30 × 5 cm) placed 65 cm above the floor. Light conditions during the testing were 12 lx in the open arms and 3–4 lx in the closed arms. Experimental animals were placed into the center of the EPM and exploratory behavior were analyzed for 5 min with a video-tracking software (Ethovision 11.0 XT, Noldus, Information Technology). The time an experimental animal spent in the open arms, center, and closed arms was measured.

### OF + NO tests

The OF + NO tests were performed under light conditions of 7 lx. For the OF test, mice were placed in a white open field arena (50 × 50 cm) and were allowed to explore the arena for 10 min. For the NO test, experimental animals were then provided an empty water bottle as a novel object into the center of the arena, and were monitored for an additional time of 5 min. Via a video tracking system (Ethovision 11.0 XT, Noldus, Information Technology) the times an animal spend at the different zones of the arena (wall, intermediate, center) and the total distance travelled was calculated.

### mCRS paradigm

The mCRS paradigm includes daily restraint of mice in 50 ml falcon tubes equipped with air holes under changing conditions. The order was as follows: (1) 2 h restraint (9 to 11 am) at 89 lx light; (2) 3 h restraint (10 am to 1 pm) in darkness; (3) 1 h restraint (3 to 4 pm) at 89 lx light and loud music (65–70 dB); (4) 2 h restraint (9 to 11 am) at 144 lx light; (5) 1 h restraint (4 to 5 pm) at 89 lx light and slight jostling on a shaker; (6) 2 h restraint (10 am to 12 pm) under stroboscope light; (7) 40 min restraint (5 to 5:40 pm) at 89 lx light in the presence of 2,3,5-Trimethyl-3-thiazoline (TMT) odor; 8) 2 h restraint (9 to 11 am) in darkness; 9) 2 h restraint (9 to 11 am) at 144 lx light and loud music (65–70 dB); (10) 3 h restraint (10 am to 1 pm) at 89 lx light; (11) 3 h restraint (1 to 3 pm) at 144 lx light; (12) 2 h restraint (9 to 11 am) at stroboscope light; (13) 30 min restraint (10 to 10:30 am) at 89 lx light in the presence of TMT; (14) 1 h restraint (4 to 5 pm) at 89 lx light and slight jostling on a shaker; (15) 3 h (10 am to 1 pm) at 89 lx light; (16) 2 h (2 to 4 pm) at 144 lx light; (17) 2 h restraint (9 to 11 am) at 89 lx light and loud music (65–70 dB); (18) 1 h restraint (3 to 4 pm) under stroboscope light; (19) 40 min restraint (1 to 1:40 pm) at 144 lx light in the TMT odor; (20) 1 h restraint (10 to 11 am) at 89 lx light and slight jostling on a shaker; (21) 2 h restraint (9 to 11 am) at 89 lx light. After 21 days, 30 min of restraint stress at 89 lx light was continued in the afternoon between the behavioral tests to avoid recovery of the animals from the stressor.

### SIT

The SIT^94^ consisting of two consecutive sessions of 2.5 min was performed in a white open field arena (42 × 42 cm) at red light conditions. During the first session, animals were allowed to explore the arena including an empty wire mesh. During the second session, a CD1 mouse separated with a wire mesh was introduced into the arena as a social target. With a video tracking system (Ethovision 11.0 XT, Noldus, Information Technology) the time an experimental animal spent in the interaction zone (24 × 14 cm) and in the corner zones (each 9 × 9 cm) was measured. Four wild-type animals had to be removed from the analysis due to technical reasons such as an early stopping of the video recording. The social avoidance score was calculated with the following parameters as described in^95^: (1) the time spend in the interaction zone in the presence of the social target, (2) the time spend in the corner zones in the presence of the social target, (3) the social interaction ratio (time spent in the interaction zone in the presence of the social target/time spent in the interaction zone in the absence of the social target), (4) the corner zone ratio (time spent in the corner zones in the presence of the social target/time spent in the corner zones in the absence of the social target).

### FST

The FST^96^ was performed for 6 min under light conditions of 90 lx. Mice were placed in 5 L beakers with 3.5 L of tap water at a temperature of 23–25 °C. Immobility time (the absence of any movement except to keep the animal head above the water) during the last 4 min of the session was scored manually.

### SaPT

For the SaPT, animals were transferred into new home cages with two drinking bottles containing drinking water to habituate them to the new set-up. The next day, one of the bottles was replaced with a 0.05% saccharin (Sigma, #S1002) solution and the weight of the water bottles was measured every day for three subsequent days. The bottles were interchanged after each weight measurement to avoid the development of side preference of the animals. Total saccharin consumption was calculated as a percentage of amount of saccharin solution consumed divided by the total volume consumed.

### Behavioral z-score index

In order to have an integrated measure of behavioral phenotypes, we performed an integrated behavioral z-score composed of the integrated computation of respective z-normalization across behavioral tests. This approach allows standardizing observations obtained in different experiments, enhancing the reliability of the behavioral phenotyping and increasing analytical possibilities^97^. Specifically, our z-score was calculated by averaging the z-normalized raw data [(x-mean of CTR group)/STD of CTR group] obtained per mouse in the SIT (social avoidance), FST (time of immobility), and SaPT (% preference) tests. The z-score was determined for mice for which the behavioral parameters could be collected for all tests (i.e., 11 CTR, 16 mCRS mice). In agreement with previous studies^42^, we subdivided chronically stressed mice into low-susceptible (LS) and high-susceptible (HS) clusters according to their z-score. Thus, mCRS mice which fell into the standard deviation from the mean of the control group were designated as LS, as they exhibit comparable behavior to unstressed CTRs, and animals that fell outside were designated as HS.

### CORT levels

Trunk blood was collected (sufficient amounts were obtained for 12 CTR and 15 mCRS mice) in heparin-coated capillary tubes (Sarsted, Switzerland) and was centrifuged at 9400 × *g* at 4 °C for 4 min to obtain plasma. Basal plasma CORT levels were diluted 20 times and then were measured with an ELISA (Enzo Life Sciences, ADI-901-097 for corticosterone) according to the manufacturer’s protocol. Concentration values of CORT were calculated using a 4-parameter logistic fit.

### Adrenal glands weight

Adrenal glands were dissected (due to loss during tissue collection, not available for one CTR mouse) and measured to determine adrenal gland weights normalized with body weights of each tested animal [weight adrenal gland in g/body weight in g) * 100].

### Mitochondrial respiratory capacity

PFC and NAc from one hemisphere per animal, counterbalanced across samples [n = 16 CTR, n = 15 mCRS (due to loss during tissue collection, not available for one stressed animal) for PFC and n = 16/group for NAc], was used to measure mitochondrial respiration using the Oroboros Oxygraph 2 K (Oroboros Instruments, Innsbruck, Austria), as previously described^81^. Briefly, tissue was weight and homogenized in ice-cold respirometry medium (0.5 mM EGTA, 3 mM MgCl2, 60 mM potassium lactobionate, 20 mM taurine, 10 mM KH2PO4, 20 mM HEPES, 110 mM sucrose and 0.1% (w/v) BSA, pH = 7.1) with an eppendorf pestle. 2 mg of tissue was used to run a multisubstrate protocol at 37 °C to sequentially assess the various components of mitochondrial respiratory capacity through oxidative phosphorylation (OXPHOS): respiration due to complex I activity (Complex I) was measured by adding 5 mM ADP to a mixture of 2 mM malate, 10 mM pyruvate and 20 mM glutamate, followed by the addition of 10 mM succinate to subsequently stimulate complex II (Complex I + II). Respiration then was uncoupled to examine maximal capacitiy of the electron transport system (ETS) using the protonophore, carbonylcyanide 4 (trifluoromethoxy) phenylhydrazone (FCCP; successive titrations of 0.2 µM until maximal respiration rates were reached). The consumption in the uncoupled state due to complex II activity was determined by inhibiting complex I with the addition of 0.1 µM rotenone (ETS CII). In the last step, electron transport though complex III was inhibited to obtain the level of residual oxygen consumption (ROX) due to oxidating side reactions outside of mitochondrial respiration by adding 2 µM antimycin. The O_2_ flux obtained in each step of the protocol was normalized by the wet weight of the tissue sample used for the analysis and corrected for ROX.

### ^1^H-magnetic resonance spectroscopy (^1^H-MRS)

Another batch of mice (n = 8/group) was devoted to in vivo ^1^H-MRS measurements of brain metabolites, following procedures previously described in^18,54^. Briefly, all experiments were performed on a horizontal 14.1 T/26 cm bore animal MR scanner (Magnex Scientific, Abingdon, UK) using a homemade quadrature ^1^H-coil. The volume of interest (VOI) for spectroscopy was placed in the medial PFC (voxel size: 1.4 × 1.7 × 1.2 mm^3^) or in the bilateral NAc (voxel size: 4.1 × 1.4 × 1 mm^3^) after acquisition of a set of anatomical T_2_-weighted images for localization. Field homogeneity was adjusted using FAST(EST)MAP to reach a typical water linewidth of 15 Hz in medial PFC and 20 Hz in NAc^98^. Spectra were acquired with 20 blocks of 16 averages for medial PFC and 25 blocks of 16 averages for the NAc, leading to a scan duration of around 20 and 25 min respectively. After post-processing of the spectra, metabolite concentrations as well as the Cramér-Rao lower bounds (CRLB) were determined with LCModel using water as internal reference^99^.

### RNA isolation, cDNA synthesis, and quantitative RT-PCR

PFC and NAc from one hemisphere per animal, counterbalanced across samples, were snap frozen in liquid nitrogen until use for RNA extraction (n = 16/group). To this end, we used RNAqueous-Micro Total RNA Isolation Kit (ThermoFisher Scientific; #AM1931) and cDNA synthesis was done with the qScript cDNA SuperMix (QuantaBio; #733-1176). Quantitative RT-PCR (qRT-PCR) was performed using the SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies, USA) at an ABI Prism 7900 Sequence Detection system (Applied Biosystems, Singapore) with eukaryotic elongation factor 1 (*Ef1a*) as a reference gene. Primer (Microsynth AG) sequences were as follows**:** Ef1a fw: tccacttggtcgctttgct, rv: cttcttgtccacagctttgatga; ND-1: fw: ggatgagcctcaaactccaa, rv: ggtcaggctggcagaagtaa; ND-3: fw: gcattctgactcccccaaat, rv: tgaattgctcatggtagtgga; ATP-6: fw: ccttccacaaggaactccaa, rv: ggtagctgttggtgggctaa. Gapdh: fw: tcaccaccatggagaaggc, rv: gctaagcagttggtggtgca.

### Bulk RNA-sequencing

The extracted RNA was used for performing the transcriptomic analysis from PFC and NAc of mCRS and unstressed CTR mice [n = 15/group for PFC (two samples had to be removed from the analysis due to poor sequencing quality); n = 16/group for NAc] using bulk RNA (BRB)-sequencing^100^. Briefly, each RNA sample was reverse transcribed in a 96-well plate using SuperScript II Reverse Transcriptase (Lifetech 18064014) with individual barcoded oligo-dT primers (Microsynth). Next, all the samples were pooled together, purified using the DNA Clean and Concentrator kit (Zymo Research #D4014), and treated with exonuclease I (NEB or New England BioLabs #M0293S). Double-stranded cDNA was generated by the second stand synthesis via the nick translation method. For that, a mix containing 2 μL of RNAse H (NEB, #M0297S), 1 μL of Escherichia coli DNA ligase (NEB, #M0205 L), 5 μL of E. coli DNA Polymerase (NEB, #M0209 L), 1 μL of dNTP (0 0.2 mM), 10 μL of 5 × Second Stand Buffer (100 mM Tris–HCl (pH 6.9, AppliChem, #A3452); 25 mM MgCl2 (Sigma, #M2670); 450 mM KCl (AppliChem, #A2939); 0.8 mM β-NAD Sigma, N1511); 60 mM (NH4)2SO4 (Fisher Scientific Acros, #AC20587); and 11 μL of water was added to 20 μL of ExoI-treated first-strand reaction on ice. The reaction was incubated at 16 °C for 2.5 h. Full-length double-stranded cDNA was purified with 30 μL (0.6 ×) of AMPure XP magnetic beads (Beckman Coulter, #A63881) and eluted in 20 μL of water. The Illumina compatible libraries were prepared by tagmentation of 5 ng of full-length double-stranded cDNA with 1 µL (11 μM) of in-house produced Tn5 enzyme. The final library was amplified 15 cycles and the fragments ranging 200–1000 bp were size-selected using AMPure beads (Beckman Coulter, #A63881) (first round 0.5 × beads, second 0.7 ×). The libraries were profiled with High Sensitivity NGS Fragment Analysis Kit (Advanced Analytical, #DNF-474) and measured with Qubit dsDNA HS Assay Kit (Invitrogen, #Q32851) prior to pooling and sequencing using the Illumina NextSeq 500 platform using a custom primer and the High Output v2 kit (75 cycles) (Illumina, #FC-404-2005). The library loading concentration was 2.2 pM and sequencing configuration as following: R1 6c/index 8 c/R2 70c.

### Transcriptomic analysis

To assess whether changes in mitochondrial gene expression are a common response to chronic stress, we made use of a publicly available transcriptome data set [GEO accession number: GSE102556;^20^]. To this end, we reanalyzed the raw reads of the mouse subseries of this study with a focus on mitochondrial associated gene expression by assessing differential gene expression in PFC (n = 19/group) and NAc (n = 20/group) between chronic variable stress and unstressed mice. To determine whether MDD subjects exhibit similar changes in mitochondrial gene signatures, we made use of a similar analysis pipeline and applied it on the subseries for MDD subjects of the aforementioned data set [GEO accession number: GSE102556;^20^]. We assessed differential gene expression between MDD [NAc: n = 16, 8 males and 8 females; ventromedial (vm) PFC: n = 16, 7 males and 9 females] and healthy subjects [NAc: n = 17, 9 males and 8 females; vmPFC: n = 15, 9 males and 6 females] with available medication status.

Reads produced in this study or publicly available raw reads were mapped with STAR 2.4.0 g^101^ onto GRCm38/mm10 and GRCh38/hg38 genome assembly for mouse and human data, respectively. Uniquely mapped reads were counted for each gene locus using htseq 0.6.1^102^. We normalized count data by size factor and applied a variance stabilizing transformation for visualization purposes as suggested by Anders et al.^103^. We utilized generalized linear model to assess differential gene expression with the help of the *DESeq2* package^104^. If not otherwise stated, we contrasted two groups for the mouse data [mCRS vs. CTR (data of this study), and CVS vs. CTR^20^] using a Wald test. To statistically assess differential gene expression between human MDD subjects and healthy controls we used a likelihood-ratio to correct differential gene expression for effects from age, RNA quality (RIN), alcohol abuse, medication status and gender as suggested^20^.

### Transcription factor activity analysis

To predict transcription factor binding sites of transcription factors in promoters of differentially expressed genes, we employed MotEvo 1.03^105^ and scanned ± 500 bp around the annotated transcription start site (TSS) of a gene. TSS definition were retrieved from^106^ and weight matrices were retrieved from Swiss regulon^107^. To compute transcription factor activity, we applied a penalized regression model described in Balwierz et al.^106^.

### Functional and gene set enrichment analysis

For gene set enrichment analysis we employed the *camera* function of the *limma* package^108^ on a pre-ranked gene lists defined from the differential gene expression analysis. Gene sets were derived from several sources including AmiGO^109^ for Gene Ontology Biological processes and KEGG^110^. The gene set of mitochondrial associated genes was retrieved from MitoCarta2.0^111^.

### Model selection

To assess whether a gene is better explained by the individual behavioral changes of an animal or the absence or presence of mCRS, we applied a model selection approach under the generalized linear model framework of *DESeq2*. To this end, we defined three models: (1) gene expression explained by z-score, (2) by presence or absence of mCRS or (3) no difference between animals. Each model was solved with generalized linear regression and Bayesian information criterion (BIC) was computed using the deviance of the fit to control for model complexity^112^. We calculated the Schwarz weight to assess model confidence for each model. This analysis was done with animals for which the z-score could be determined and for which transcriptome data were available (n = 10 CTRs, n = 15 mCRS).

### Statistics

Statistical analyses were performed with Prism 6.0 (Graphpad Software Inc.) and R (R Core Team, 2014). Unless otherwise stated, statistical significance was determined for the comparison of two groups by Student’s t-test for data following normal distribution or Mann–Whitney U-test for data following non-normal distribution. For analyses involving more than two groups, a 2-way analysis of variance (ANOVA) followed by Sidak’s post hoc test was applied. We log-transformed metabolite levels for spectroscopy and used a linear model to test for the contrast mCRS versus CTR. *p* values were corrected for multiple testing using the Benjamini–Hochberg method^113^. To test for differences between mCRS and CTR treated mice in respiration experiments, we constructed a linear mixed effects models using the R package *lme4*^114^. As the measurements for the mitochondrial respiration capacity experiments were performed in blocks of different days, we extracted the *p* values for the fixed effect treatment and controlled for day of measurement as a random effect. We reported the estimated marginal means of the model. All values represent the mean ± SEM. Asterisks indicate *p* value: *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Supplementary Information.

Supplementary Table 1.

Supplementary Table 2.

## Data Availability

The generated datasets of this study were made publicly available at the GEO repository (GEO accession number: GSE148629) and can be accessed via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148629.

# Supplementary material for: Mitochondrial gene signature in the prefrontal cortex for differential susceptibility to chronic stress
**Source:** Sci Rep. 2020 Oct 27;10:18308. doi: 10.1038/s41598-020-75326-9
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Information

### Mitochondrial gene signature in the prefrontal cortex for differential susceptibility to chronic stress

Meltem Weger<sup>1,5</sup>, Daniel Alpern<sup>2,6</sup>, Antoine Cherix<sup>3,§</sup>, Sriparna Ghosal<sup>1</sup>, Jocelyn Grosse<sup>1</sup>, Julie Russeil<sup>2</sup>, Rolf Gruetter<sup>3</sup>, E. Ronald de Kloet<sup>4</sup>, Bart Deplancke<sup>2,6</sup>, and Carmen Sandi<sup>1\*</sup>

## Supplementary Figures

**A**

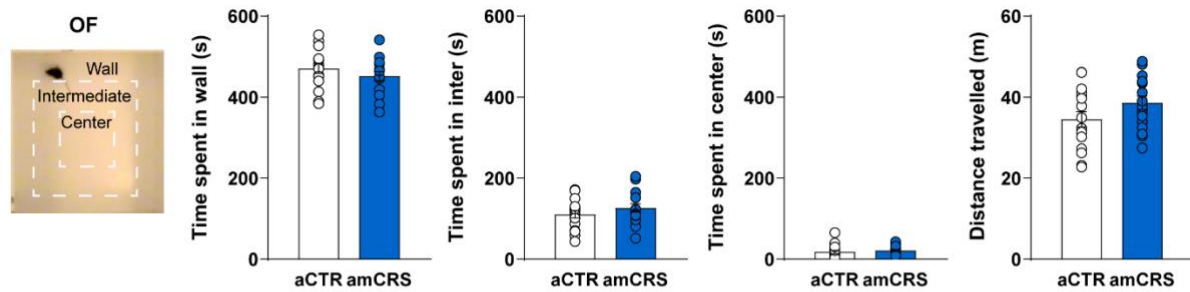

**B**

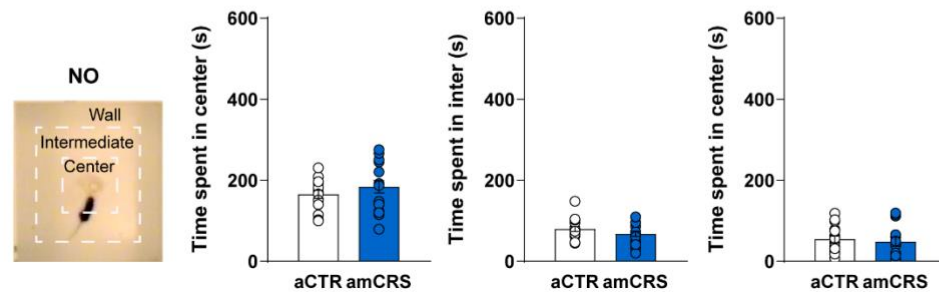

**Figure S1. Anxiety, locomotion and exploration levels in the two experimental groups under basal conditions.**

**(A)** Top-down view of the Open field (OF) test, delineated with zones. Experimental groups were separated into animals assigned to undergo mCRS (amCRS) or kept as unstressed control animals (aCTR) and were tested in the OF for their time spent in the center, intermediate (inter), and wall zones and for the distance travelled. **(B)** Top of the novel object (NO) test, delineated with zones. Animals were tested in the NO for their time spent in the center, intermediate (inter), and wall zones in the presence of an empty bottle as a novel object. Unpaired T-test, two-tailed;  $n=16/\text{group}$ . Data are displayed as mean  $\pm$  SEM.

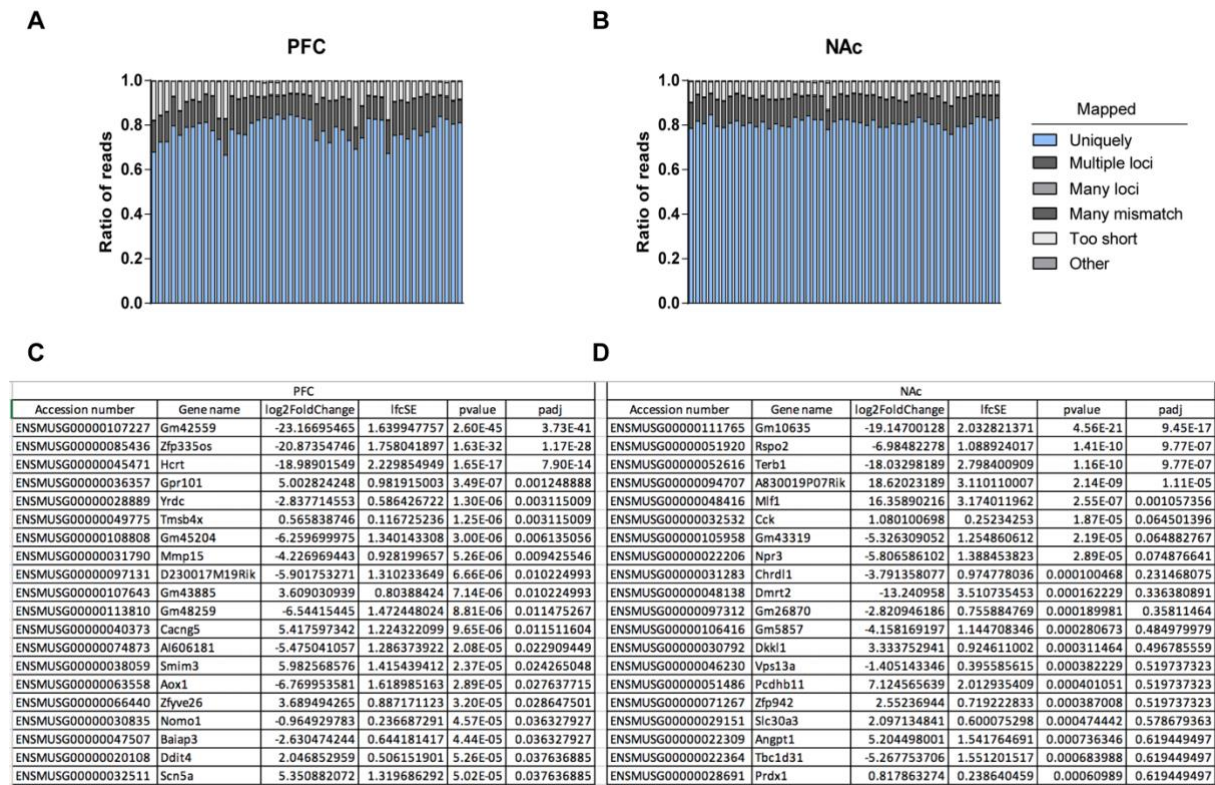

**Figure S2. Mapping efficiency of transcriptome study and top 20 differentially expressed genes in mCRS mice.**

(A) Bar diagram summarizing mapping statistics of the indicated samples for the PFC. (B) Bar diagram summarizing mapping statistics of the indicated samples for the NAC. (C) List with the top 20 differentially expressed genes in the PFC. (D) List with the top 20 differentially expressed genes in the NAC. Genes affected by mCRS can be implicated with stress-vulnerability and/or depression, including the mTOR pathway gene *Ddit4/Redd-1*<sup>1</sup>, the gene of the hypocretin/orexin system *Hcrt*<sup>2,3</sup>, the transcription factor *Mlf1*<sup>4</sup>, and *Rspo2*, positive modulator of the wnt-signaling<sup>5-8</sup>.

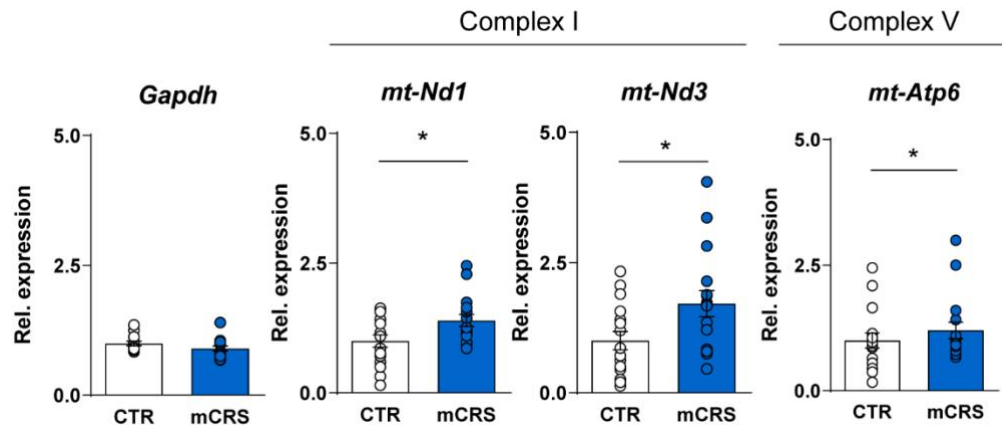

**Figure S3. qRT-PCR analysis of mitochondria encoded genes in the PFC of mCRS mice.**

The complex I genes *mt-Nd1* and *mt-Nd3* were selected to technically verify the BRB-seq results for the mtDNA encoded genes in the PFC of mCRS and CTR mice by qRT-PCR. In addition, the complex V gene *mt-ATP6* was analyzed which was not detected via BRB-seq. *Gapdh* served as a negative control. Unpaired T-test, two-tailed; n=16/group. Data are displayed as mean  $\pm$  SEM. \*,  $p < 0.05$ .

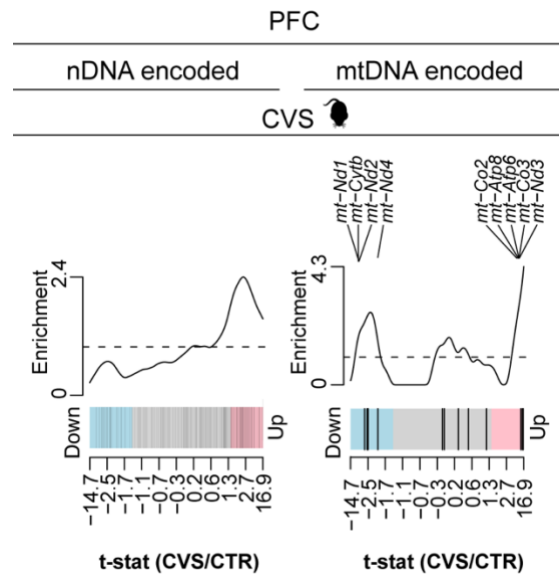

**Figure S4. Mitochondria-associated genes in the PFC of mice exposed to chronic variable stress.**

Barcode plots for mitochondria-associated genes encoded by nDNA or mtDNA DNA in the PFC of mice exposed to chronic variable stress (CVS) and corresponding unstressed CTR animals (PFC: n=19/group; NAc: n=20/group). CVS exhibit an enrichment for up-regulation of mtDNA encoded gene expression. Raw data for this analysis were obtained from a previously published data set <sup>9</sup>.

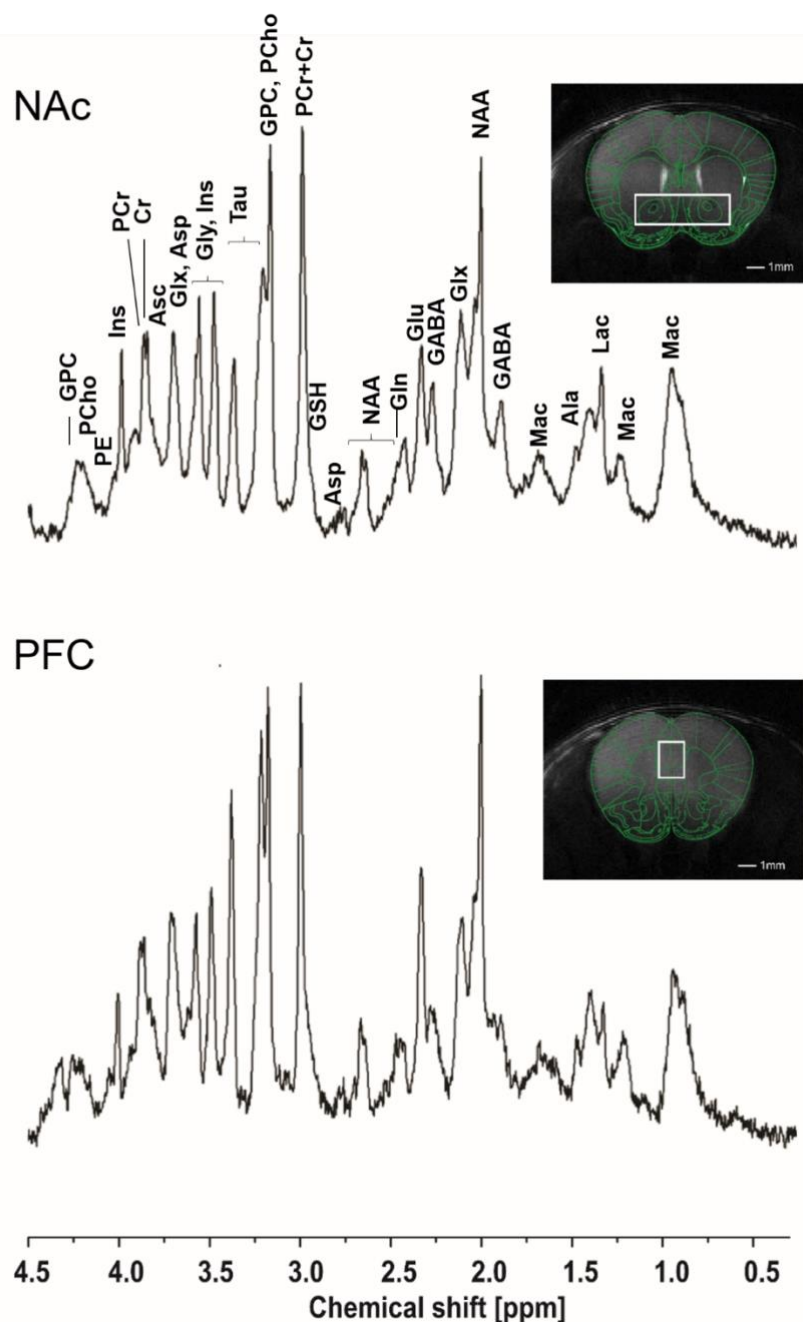

**Figure S5. Spectra of PFC and NAc in mice.**

Typical spectra of mouse NAc (top) and PFC (bottom) with location of the related volume of interest (VOI; white rectangle) on the anatomical images. The VOIs were 1.4 x 1.7 x 1.2 mm<sup>3</sup> for PFC and 4.1 x 1.4 x 1.2 mm<sup>3</sup> for NAc. Spectra are depicted with 2 Hz apodization. The fitted neurochemical profile included following metabolites: taurine (Tau), creatine (Cr), phosphocreatine (PCr), glutamate (Glu), γ-aminobutyric acid (GABA), aspartate (Asp), glutamine (Gln), N-acetyl-aspartate (NAA), myo-inositol (Ins), glucose (Glc), ascorbate (Asc), glutathione (GSH), phosphorylcholine (PCho), glycerophosphorylcholine (GPC), lactate (Lac), N-acetylaspartyl-glutamate (NAAG), phosphoethanolamine (PE), alanine (Ala), glycine (Gly), as well as macromolecules (Mac).

## Supplementary Tables

**Table S1. Differential expressed genes in the PFC and NAc upon mCRS.**

**Table S2. Gene enrichment analysis in the PFC and NAc upon mCRS.**

## Supplementary References

1. Ota, K. T. *et al.* REDD1 is essential for stress-induced synaptic loss and depressive behavior. *Nat. Med.* **20**, 531–5 (2014).
2. Shariq, A. S. *et al.* Evaluating the role of orexins in the pathophysiology and treatment of depression: A comprehensive review. *Prog. Neuropsychopharmacol. Biol. Psychiatry* **92**, 1–7 (2019).
3. Brundin, L., Björkqvist, M., Petersén, A. & Träskman-Bendz, L. Reduced orexin levels in the cerebrospinal fluid of suicidal patients with major depressive disorder. *Eur. Neuropsychopharmacol.* **17**, 573–9 (2007).
4. Hyde, C. L. *et al.* Identification of 15 genetic loci associated with risk of major depression in individuals of European descent. *Nat. Genet.* **48**, 1031–6 (2016).
5. Okura, T. *et al.* Mianserin suppresses R-spondin 2-induced activation of Wnt/ $\beta$ -catenin signaling in chondrocytes and prevents cartilage degradation in a rat model of osteoarthritis. *Sci. Rep.* **9**, 2808 (2019).
6. Okamoto, H. *et al.* Wnt2 expression and signaling is increased by different classes of antidepressant treatments. *Biol. Psychiatry* **68**, 521–7 (2010).
7. Zhou, W.-J. *et al.* The antidepressant roles of Wnt2 and Wnt3 in stress-induced depression-like behaviors. *Transl. Psychiatry* **6**, e892 (2016).
8. Matrisciano, F. *et al.* Induction of the Wnt antagonist Dickkopf-1 is involved in stress-induced hippocampal damage. *PLoS One* **6**, e16447 (2011).
9. Labonté, B. *et al.* Sex-specific transcriptional signatures in human depression. *Nat. Med.* **23**, 1102–1111 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

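BRB-seq libraries of the PFC and the NAc of mCRS and CTR mice were re-analysed from the counts per gene. The authors state that reads were mapped with STAR to GRCm38, that uniquely mapped reads were counted with htseq and that PFC samples of poor sequencing quality were removed. The counts are unnormalized whole numbers for 11121 genes and 62 libraries, 15 CTR and 15 mCRS in the PFC and 16 and 16 in the NAc. Totals lay between 945286 and 4857359 counts per library, and 12.9% of all values were 0. Which PFC and NAc libraries come from one mouse is not stated, so libraries were taken as independent. Coordinates are those of the GENCODE annotation of GRCm38, the build the authors used.

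Each region was tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, the default filter by group and the quasi-likelihood test. Genes were counted at a Benjamini-Hochberg FDR below 0.05 or 0.1 and at an unadjusted p below 0.05 or 0.01. The difference between regions was tested as the interaction of region and treatment over all libraries. Gene sets were tested with camera of limma 3.58.1 on signed z values, with an inter-gene correlation of 0.01. One value per library, such as the mtDNA share or the mean log2 CPM of the mtDNA genes (prior count 2), was compared by two-sided permutation tests with 100000 resamples, and by exact permutation tests in groups of 7 or 8 libraries.

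Sets were families of gene symbols: mtDNA protein genes, nuclear OXPHOS subunits and complexes I to V, nuclear mitochondrial families, mitochondrial and cytosolic ribosomal proteins and proteasome subunits. The lists were those of striatal projection neurons, cortical excitatory neurons, the hypothalamus, oligodendrocytes, glucocorticoid targets, ATF4 targets and mitochondrial chaperones and proteases. A choroid plexus list and lists of 100 genes richest in each region were added after values had been seen. Genes named are the mtDNA genes, those the paper names, those of Fig. S2C,D, up to 5 genes at an FDR below 0.05 and the 3 of smallest p in a set. The values of Table S1 and Fig. S2 had been seen when this rule was written. Peg3, Cct8, Rab31 and the choroid plexus genes lie outside it and were named after their values were seen.

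The alternatives were DESeq2 1.42.0, RLE or upper-quartile normalization, library sizes without mtDNA genes, no filter or at least 10 counts in at least 50% of the libraries, all 62 libraries in one fit, the replicate number as a block, 1 surrogate variable from sva 3.50.0, log2 library size as a covariate, thinning to the same total, a robust spread, fry, camera with an estimated correlation, Reactome sets from fgsea 1.28.0, and each library left out in turn. DESeq2 with all 62 libraries, the share of genes detected as a covariate and the split of the numbering as a covariate were added after the values had been seen, as was the adjustment of DESeq2's p values over all genes without its own filter on mean counts. Thinning matched the total of counts outside mtDNA genes, at 840745 per library. Regroupings of the libraries used 100 splits in a region and 50 for the interaction. With the share of genes detected as a covariate 60 were used, fewer there to limit run time.

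The tests were tried on simulated data with 200 changed genes. At a true log2 fold change of 2, edgeR recovered 113 in libraries like those of the PFC with 2 false calls, and 109 in libraries like those of the NAc with 3 false calls. DESeq2 recovered 136 and 129, with 22 and 19 false calls. For the interaction, at a log2 fold change of 3, edgeR recovered 105 with 3 false calls. Behavior, qRT-PCR, respiration, metabolites and the data of other studies were left out, as no counts of this experiment lie behind them. Motif activity, which rests on these counts, was left out as no promoter sequences were at hand.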

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

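The regroupings of the libraries for the sets that differ between the regions, the look for hypothalamic tissue in single dissections and the look for choroid plexus tissue were tests chosen after the result was seen.

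The effect of mCRS on the mtDNA genes differed between PFC and NAc by 0.41 in mean log2 CPM (permutation p = 0.0141) and by 2.83 percentage points in the mtDNA share of all counts (permutation p = 0.0282). These tests permuted residuals from the group means within regions. When residuals of a model without the interaction were permuted instead, the permutation p values were 0.0211 and 0.0385. With camera on the interaction the adjusted p of the 7 genes was 6.7e-09, all 7 higher in the PFC. Fry and an estimated correlation were not run on the interaction. Of 50 assignments of mCRS and CTR within the regions, 2 gave a z as far from 0, so a chance split is unlikely, although 30 of the 49 random ones were past an unadjusted p of 0.05 with camera. With a trend over transcript length, GC content and abundance removed, the z fell from 6.19 to 3.22, and 5 of 50 assignments were as far from 0, so such a trend is not excluded. Library complexity is a candidate explanation that stays open. With the share of genes detected as a covariate the difference was 0.27 (permutation p = 0.125, against 0.0211 without it in the same permutation scheme). A true difference between the regions in the response to stress also stays open and was not tested apart from it.

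Further sets differed between the regions with camera: the nuclear OXPHOS genes (adjusted p = 0.0035, 47 of 78 genes higher in the PFC), complex I (0.0333, 22 of 37) and the cytosolic ribosomal proteins (1.4e-06, 60 of 80). As many as 14, 15 and 8 of 50 assignments gave a z as far from 0, so these differences could come from a chance split of the libraries. Over all genes, 2 of 50 assignments gave as many genes at an unadjusted p below 0.05 as the 341 of the interaction, and 23 of 50 gave at least 1 gene at an FDR below 0.05, up to 6. A response to stress that differs between the regions remains untested for these sets.

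The hypothalamus list differed between the regions (adjusted p = 0.0216), with 5 of 5 genes toward the PFC. The PFC side rests on few counts, with medians of 0 to 2 for all 5 genes, and the list was not tested in the PFC alone. Here 11 of 50 assignments gave a z as far from 0, so chance is not excluded. In the NAc, 4 of the 5 genes (Trh, Gal, Oxt and Avp) had their highest CPM in NAc CTR 7, where Oxt reached 1568 CPM against a median of 85.2 and Avp 985 against 147. Hypothalamic tissue in that dissection may explain the pattern. Without NAc CTR 7 the list changed direction in the NAc, with an adjusted p of 0.891. Median counts were above 0 for all 5 genes in both NAc groups. Expression in the NAc itself and hypothalamic tissue in more dissections cannot be told apart from these counts. The design's biological alternative, an effect of mCRS on these genes, was not tested apart.

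Rspo2 was the 1 gene with an FDR below 0.05 in the interaction. The log2 difference was 8.21 (standard error 1.46, FDR = 0.0021), from medians of 44 counts in PFC CTR, 81 in PFC mCRS and 0 in both NAc groups. Of the NAc CTR libraries 7 of 16 held counts, 290 in all, against 1 of 16 and 1 count in NAc mCRS. As 23 of 50 assignments, the real one included, gave at least 1 gene at an FDR below 0.05, chance is not excluded for a single call. One library alone does not account for it: with each of the 8 NAc libraries with counts left out, the highest FDR was 0.0419, without NAc CTR 2, where the difference was 6.62. More cortical tissue in the CTR dissections of the NAc would lower the genes richest in the PFC after mCRS, and these changed by 0.018 in mean log2 CPM (permutation p = 0.905). The size rests on a group near 0 counts and depends on the prior count. A region-specific effect of mCRS may remain, as a hypothesis found and tested on these data.

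Ttr, which the paper does not discuss, was the 1 gene with an FDR below 0.05 in the NAc (log2 fold change 5.38). At least 1 such gene was found in 58 of 100 splits of the NAc libraries. NAc mCRS 10 held 36511 of the counts of Ttr, and the next library 479. A choroid plexus list of 18 genes, 7 of them counted, was written after Ttr was seen. Of the 6 other genes, 5 (Prlr, Ace, Enpp2, Clic6 and Igfbp2) also had their highest CPM in NAc mCRS 10, against 0.188 by chance (binomial p = 1.7e-07), and Enpp2 reached 2409 CPM against a median of 173. All 6 had counts in other NAc libraries. Choroid plexus tissue in this dissection is a candidate explanation. No effect of mCRS on Ttr was seen in the other libraries (log2 fold change -0.46, FDR = 1.00).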

How the results depend on the processing

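Alternatives were fixed before the data were examined, except DESeq2 with all 62 libraries, the adjustment of its p values over all genes, the share of genes detected and the split of the numbering as covariates, and the regroupings by set, which were tests chosen after the result was seen. Over 75 results and 19 settings, 1024 of 1130 values had the same direction and the same side of the threshold, 42 were weaker, 10 stronger, 29 counts moved by more than 1.5 times and 25 reversed. With each of the 62 libraries left out in turn, 2164 of 2234 values were the same. The cause was not tested for any change below unless one is given. A setting without the mtDNA rRNA genes moves nothing, since neither gene is counted.

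The calls per region depended on the setting. In the PFC, 0 genes at an FDR below 0.05 (312 at an unadjusted p below 0.05) became 5 with all 62 libraries in one fit, 1 without a filter and 25 with DESeq2 on all 62 libraries, or 5 when its p values were adjusted over all genes, as its own filter leaves 10473 of 11025 genes without an adjusted p. Of the 5 of edgeR with all 62 libraries (Peg3, Cct8, Gpr101, Tmsb4x and Rab31), Tmsb4x is the exception in that no single library held most of its counts. Unadjusted, the counts were 541 with all 62 libraries, 719 with DESeq2 on them, 182 with 1 surrogate variable and 184 with the share of genes detected as a covariate. The share of these genes that were higher was 60.6%, and 46.0%, 49.5%, 50.3% and 50.7% with all 62 libraries, with DESeq2 on them, with upper-quartile normalization and without a filter. In the NAc the 1 call became 0 with DESeq2 (338 genes at an unadjusted p below 0.05 against 207), 1 surrogate variable (240), log2 library size (243), a robust spread (215), the share of genes detected (245) or the split of the numbering (226), and 2 without a filter or with all 62 libraries (Ttr and Rspo2). The interaction gave 2 calls after thinning. Of the study's top 20 genes, 10 in the PFC and 8 in the NAc were at an unadjusted p below 0.05 without a filter, with all 62 libraries and with DESeq2 on them, against 4 and 5, because more were tested, and 3 in the NAc after thinning. Ndufv2 gained an adjusted p of 0.0274 with DESeq2 on all 62 libraries (log2 fold change 0.62), and so did mt-Nd1 (0.0274), mt-Co1 (0.0323) and mt-Cytb (0.0339).

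Ttr in the NAc fell from 5.38 to 0.71 with DESeq2, 0.72 with DESeq2 on all 62 libraries, 3.57 with 1 surrogate variable, 3.32 with log2 library size, 3.95 with the share of genes detected and 3.15 with the split of the numbering, and was 5.38 with a robust spread, each without a call.

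No set call held under an estimated correlation or fry. With the estimated correlation, adjusted p values were 0.0822 in the PFC for the mtDNA genes, OXPHOS, complexes III, IV and V, mitochondrial families and cytosolic ribosomal proteins, and 0.128 for complex I. In the NAc they were 0.325 for OXPHOS, 0.234 for complex IV, 0.128 for complex V and 0.325 for cytosolic ribosomal proteins. With fry they were 0.107 in the PFC for the mtDNA genes and complex V, 0.127 for OXPHOS, complexes III and IV and cytosolic ribosomal proteins, 0.397 for complex I and 0.586 for the families. In the NAc fry gave 0.590 for OXPHOS, 0.261 for complex IV, 0.187 for complex V and 0.586 for cytosolic ribosomal proteins. The NAc striatal list reversed under both (0.877 and 0.940), the NAc ATF4 list with the estimated correlation (0.918), and under fry the PFC mitochondrial ribosomal proteins (0.860), the PFC ATF4 list (0.940) and the NAc proteasome (0.860).

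With 1 surrogate variable the PFC calls for complex I (0.288), complex III (0.0567), complex IV (0.235) and the families (0.388) were lost, and with the share of genes detected those for complex I (0.136), complex IV (0.181) and the families (0.309). Log2 library size took the PFC families to 0.0573. The NAc families gained a call with 1 surrogate variable (0.0359), log2 library size (0.0263) and the share of genes detected (0.0334). The mtDNA difference in the PFC fell from 0.43 to 0.22 (permutation p = 0.114) with 1 surrogate variable and to 0.26 (permutation p = 0.0936) with the share of genes detected. With log2 library size it kept a permutation p below 0.05. The 7 genes below 0.05 adjusted over the list alone became 0, 0 and, with log2 library size, 1. Across PFC libraries the surrogate variable had a correlation of 0.97 with the share of genes detected and of 0.97 with log2 library size. Reversals far from any threshold were, with 1 surrogate variable, the PFC mitochondrial ribosomal proteins (0.800) and proteasome (0.519), the NAc cortical (0.913) and ATF4 (0.946) lists and the NAc mtDNA difference (-0.017). With the share of genes detected they were PFC complex II (0.911), mitochondrial ribosomal proteins (0.856) and proteasome (0.690), and in the NAc the cortical (0.842) and ATF4 (0.958) lists and the mtDNA difference (-0.0096). With log2 library size they were the NAc cortical and ATF4 lists (both 0.942) and the NAc mtDNA difference (-0.017). The PFC ATF4 list reversed with all 62 libraries (0.805), DESeq2 on them (0.858), no filter (0.830) and the split of the numbering (0.969).

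Replicate numbers were also tried as a block. They do not pair the libraries: mean correlations between CTR and mCRS libraries of the same number were 0.0050 in the PFC and 0.0032 in the NAc, and 0 of 15 and 0 of 16 pairs were above 0.1. With the replicate block, 1 gene was called in the PFC (Tmsb4x) and 0 in the NAc (250 at an unadjusted p below 0.05), Ttr was at 0.94, and the NAc striatal list was upward (0.855). The block moved the median log2 fold change of all PFC genes to -0.14, and 41.4% of the genes at an unadjusted p below 0.05 in the PFC and 37.2% in the NAc (48.3% without it) were higher.

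With each library left out in turn, the PFC calls ranged from 0 to 2. There was 1 without PFC CTR 1, CTR 10, CTR 11 or mCRS 4, and 2 without CTR 14. The unadjusted count lay between 275 and 363. Tmsb4x ranged from 0.48 to 0.60, with calls without PFC mCRS 4 (FDR = 0.0287) and CTR 14 (0.0219). The PFC mtDNA difference stayed between 0.38 and 0.49. In the NAc the calls ranged from 0 to 1. Ttr ranged from -0.46 without NAc mCRS 10 to 6.53, and lost its call without any 1 of NAc CTR 2 to 6 or 8 to 16 (FDR from 0.0562 without CTR 15 to 0.0768 without CTR 9). The NAc families ranged from 0.0206 to 0.217, below 0.05 without mCRS 3 (0.0319), mCRS 6 (0.0490), mCRS 8 (0.0371), CTR 13 (0.0206), CTR 15 (0.0443) or CTR 16 (0.0370). The NAc mtDNA set ranged from 0.0261, without mCRS 10, to 0.663. The NAc mtDNA difference ranged from -0.017 to 0.047, below 0 without mCRS 1, 2, 3 or 6 or CTR 9 or 15. Adjusted p values of sets with changes of direction ranged from 0.435 to 0.996 (PFC complex II), 0.678 to 0.998 (PFC oligodendrocyte list), 0.742 to 0.999 (PFC ATF4 list), 0.230 to 0.971 (NAc striatal list), 0.485 to 0.972 (NAc cortical list), 0.230 to 0.891 (NAc hypothalamus list) and 0.584 to 0.981 (NAc oligodendrocyte list).

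Single genes can be missed: in simulated data with 15 or 16 libraries per group and a log2 fold change of 2, edgeR found 56.5% and 54.5% of the changed genes.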

Differences from the paper's values

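DESeq2 with all 62 libraries and the adjustment of its p values over all genes were tests chosen after the result was seen. The paper's Table S1 lists 37 genes in the PFC at an adjusted p below 0.05, against 0 here with edgeR (312 at an unadjusted p below 0.05) and 0 with DESeq2. Of the paper's 37 genes, 23 are among the counted genes and 6 passed the filter on low counts. All 6 had the paper's direction and an unadjusted p below 0.05, which is not independent evidence, as the paper picked them from the same libraries. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count. They gave 5 genes with all 62 libraries in one fit, 1 without a filter, 1 with the replicate block, and 0 with DESeq2, RLE, upper quartile, library sizes without mtDNA genes, at least 10 counts in 50% of the libraries, 1 surrogate variable, log2 library size, thinning and a robust spread. All 62 libraries in one fit called Gpr101 and Tmsb4x, which the paper also calls, and the replicate block called Tmsb4x. DESeq2 with all 62 libraries, chosen after seeing the values, called 25 genes, which is within 1.5 times of the paper's 37. It shares only Rpl30 and Tmsb4x with the paper's list and leaves 35 of its 37 genes uncalled, genes without an adjusted p or without counts included. DESeq2's own filter on mean counts left 10473 of 11025 genes without an adjusted p in that fit, Ddit4, Yrdc and Nomo1 among them. Adjusted over all genes, a step also chosen after seeing the values, the fit called 5 genes, Yrdc, Mmp15, Gpr101, Cacng5 and Tmsb4x, all 5 of which the paper also calls, and it drops 32 of the 37. Without PFC mCRS 4 or PFC CTR 14, Tmsb4x was also called (FDR = 0.0287 and 0.0219).

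The paper's Table S1 holds 1088 genes of the PFC at an unadjusted p below 0.05, 523 higher and 565 lower, against 312, 189 and 123 here. Of the paper's 1088, 745 are among the counted genes. Each alternative set before the data were examined also differs from the paper's 1088 by more than 1.5 times. Totals lay between 182 with 1 surrogate variable and 541 with all 62 libraries, numbers of higher genes between 103 and 259, and numbers of lower genes between 79 and 292. Part of the gap lies in genes without counts here: set against the 745, the 541 of all 62 libraries in one fit and the 719 of DESeq2 with all 62 libraries, chosen after seeing the values, are within 1.5 times.

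For Ddit4 in the PFC the paper's adjusted p is 0.0376 and the value here was 0.947. The paper's log2 fold change of 2.05 and the one here, 2.02, differ by less than their errors. Each alternative set before the data were examined also differs from the paper's adjusted p, from 0.243 with all 62 libraries to 1 with 1 surrogate variable. DESeq2 with all 62 libraries, chosen after seeing the values, gave 0.0537 when adjusted over all genes, and by default no adjusted p.

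In the NAc the paper's Table S1 lists 5 genes at an adjusted p below 0.05, against 1 here, Ttr. Of the paper's 5 only Rspo2 is among the counted genes, and the filter on low counts removed it. Every alternative set before the data were examined differs as well. Rspo2 was called without a filter (FDR = 0.0123) and with all 62 libraries in one fit (FDR = 0.00040), each with 2 calls, and by DESeq2 with all 62 libraries (adjusted p = 1.5e-05), a setting chosen after seeing the values that drops 4 of the paper's 5 genes. The other settings gave 1 call or 0.

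All other values compared with Table S1, the log2 fold changes of the 7 mtDNA genes, Ndufv2, Yrdc, Tmsb4x and Nomo1 in the PFC and of Cck, Vps13a, Zfp942, Slc30a3 and Prdx1 in the NAc, differed by less than their errors. With 1 surrogate variable the log2 fold changes of mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd5, mt-Cytb, mt-Co1 and Tmsb4x differed by more, as did those of mt-Nd1, mt-Nd4, mt-Cytb, mt-Co1 and Tmsb4x with log2 library size.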

Other observations

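The tests on single libraries of the study's top 20 genes, on mt-Atp8, on zeros in single libraries, on the split of the numbering, on the mtDNA share of the CTR libraries of the 2 regions, on the PFC count with a covariate, and the regroupings for complexes I to V and the mitochondrial families were tests chosen after the result was seen. The limits for the other tests were written before their results.

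More genes were at an unadjusted p below 0.05 in the PFC (312) than in the NAc (207). As many as 312 were found in 2 of 100 splits of the PFC libraries, so a chance split is unlikely there, and as many as 207 in 24 of 100 splits of the NAc libraries. The order reversed with the share of genes detected as a covariate (184 in the PFC, 245 in the NAc), with log2 library size (214 and 243) and with 1 surrogate variable (182 and 240). With the share of genes detected, 25 of 60 splits of the PFC libraries gave as many as 184, so fewer genes detected in the mCRS libraries may account for the excess. A difference in depth between the regions is argued against as the whole cause. Libraries were thinned 10 times to the same total of counts outside mtDNA genes. The ratio of the PFC to the NAc number then had a median of 1.49 (1.41 to 1.57), against 1.51 with all counts. Totals that include mtDNA genes were not matched. Before thinning, the PFC libraries are the shallower ones. The limit written for this test, 1.5, lies at the ratio with all counts, and by that limit alone the median would have counted as an effect of depth. A property of the libraries that follows their size within a region is not excluded, as the excess is gone with log2 library size as a covariate. A stronger response of the PFC stays open and untested.

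The mtDNA genes were higher in the PFC after mCRS. Of 100 splits only the real one gave a mean log2 fold change as far from 0, 1 of 100. With a trend over transcript length, GC content and abundance removed, the camera z of these genes fell from 8.27 to 2.77 (p = 0.0056), and 5 of 100 splits were as far from 0, so such a trend is not excluded. More striatal tissue in the mCRS dissections, if like that of the NAc libraries, is argued against by the mtDNA share alone, which is lower in NAc CTR (10.3%) than in PFC CTR libraries (12.9%, permutation p = 0.0035), so such tissue would lower it. The striatal list went toward more such tissue (mean log2 fold change 0.13, median 0.01, camera p of 0.179), with Tac1 at 0.69 (unadjusted p = 0.0438), and genes richest in the NAc went the other way, by -0.36 (permutation p = 0.106), so neither decides. With the split of the numbering as a covariate the difference kept a permutation p of 0.0061, although in the NAc libraries numbered 9 and above lay -0.34 from those numbered 1 to 8 (permutation p = 1e-05, the smallest 100000 resamples can give). Library complexity remains a candidate explanation, as the share of genes detected as a covariate took the permutation p to 0.0936, and 7 of 60 splits under it gave a mean log2 fold change as far from 0. With log2 library size as a covariate the permutation p stayed below 0.05, although only 1 of the 7 genes stayed below 0.05 adjusted over the list alone. Within NAc CTR the mtDNA share and genes detected had r = -0.60 (adjusted permutation p = 0.0227, unadjusted 0.0111) and rho = -0.65 (0.0335, unadjusted 0.0084), with r = -0.66 without the 2 farthest. Within NAc mCRS r was -0.16 (0.543, unadjusted 0.543) and rho 0.018 (0.952, unadjusted 0.952), with r = 0.55 without the 2 farthest, so no relation holds there. An effect of mCRS that raises mtDNA transcripts and lowers complexity together stays open.

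Camera with a preset correlation passed an unadjusted p of 0.05 in 57 of 99 random PFC splits for the mtDNA genes, 53 for OXPHOS and 67 for the cytosolic ribosomal proteins, so its p values are read here against the splits. In the PFC, 2 of 100 splits gave a z as far from 0 for OXPHOS, 3 for the ribosomal proteins, 4 for complex III, 2 for complex IV, 1 for complex V and 3 for the mitochondrial families, and 11 for complex I, for which chance is not excluded. In the NAc the numbers were 9 for OXPHOS, 12 for the ribosomal proteins and 7 for complex IV, where a chance split could suffice, and 2 for complex V.

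Technical explanations of the PFC sets were tested further. With the share of genes detected as a covariate the adjusted camera p was 0.0060 for OXPHOS and 1.2e-06 for the ribosomal proteins. The limit written for this test, 0.05, would have counted both against library complexity. Yet 15 and 9 of 60 splits gave a z as far from 0 under the same covariate, so the 2 sets and complexity cannot be told apart. Under this covariate the numbers were 27 of 60 for complex I, 10 for complex III, 18 for complex IV and 8 for complex V. For the mitochondrial families it was 25 of 60, so complexity is not excluded for any of these sets. With a trend over transcript length, GC content and abundance removed, OXPHOS had p = 0.0045, below its limit of 0.05, but 5 of 100 splits were as far from 0, which leaves it open, and the ribosomal proteins had p = 1.4e-07 with 3 of 100. Reads shared with pseudogenes or paralogs do not carry the ribosomal shift alone: the 22 members without a copy near the 3′ end had p = 1.9e-08 and a median log2 fold change of 0.23, against 0.29 for the 58 with copies. For OXPHOS in the PFC the 59 members without a copy had a lower median, 0.15 (42 higher, p = 1.7e-06), than the 18 with copies, 0.37 (17 higher, p = 8.9e-13), so shared reads may add to that shift. A rise of these genes after mCRS remains a hypothesis.

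The 6 mtDNA protein genes without counts may have lost their reads to the filter for unique mapping. Of their windows 94.2% had a perfect copy in a transcript of a nuclear pseudogene, against 19.3% for the 7 counted genes. mt-Co1 was counted (506640 counts) although 95.1% of the windows at its 3′ end have a copy. mt-Atp8 had copies for 0 of its windows in annotated transcripts. It lies between mt-Co2 and mt-Atp6, so a copy could lie between their partners Gm28661 and Gm10925, where only annotated transcripts were searched. For mt-Atp8 this explanation and low expression therefore cannot be told apart from transcripts alone. Of the windows of Gapdh, the control gene of the qRT-PCR, 80.8% were copied, and its log2 fold change in the PFC was -0.16 (FDR = 1.00).

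Single libraries held most counts of Gpr101 and Cacng5, at least 54.7%, so 1 library may explain their place in the top 20. For 9 top 20 genes with a log2 ratio of means beyond 2 and no such library the largest share was 41.2%. Of the genes whose log2 fold change in the study is beyond 10, 0 are counted, which leaves that question open.

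Genes expected at 20 to 50 counts from the other libraries of their group were at 0 in 24.5% of 147014 cases, against 1.1e-05 cases expected from Poisson sampling. Few captured molecules copied by PCR are a candidate explanation, and other variation between mice is not excluded.

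Among the lists, the glucocorticoid targets had a camera p of 0.0353 in the PFC (adjusted 0.459, 7 of 11 genes higher, median log2 fold change 0.28) and 0.685 in the NAc. In the PFC 3 of 100 splits gave a z as far from 0, and with the share of genes detected as a covariate only the real one of 60 did, 1 of 60. Ddit4, a top 20 gene of the study, is on the list (log2 fold change 2.02, unadjusted edgeR p = 0.0077). The next smallest unadjusted edgeR p of the list was 0.0984, for Mt1. As the list was not tested without Ddit4, and as 1 of 13 lists, this remains a hypothesis. Adjusted p values in the PFC were 0.606 for the striatal list and for the mitochondrial chaperones and proteases, and 0.890 for the cortical, oligodendrocyte and ATF4 lists. In the NAc they were 0.924 for the cortical list, 0.585 for the hypothalamus list and 0.890 for the others. The PFC oligodendrocyte list (median 0.05, mean -0.0015) and ATF4 list (median 0.13, mean -0.07) differ in sign between median and mean, as do in the NAc the striatal list (0.0012 and -0.036), the oligodendrocyte list (0.029 and -0.0097) and the mitochondrial chaperones and proteases (0.052 and -0.061). Atf4, Atf5 and Ddit3 had FDR values of 1.00 in both regions. Genes richest in the PFC had a camera p of 0.907 in the PFC and 0.145 in the NAc, and those richest in the NAc 0.431 and 0.403. Reactome's respiratory electron transport had a camera p of 1.6e-14 in the PFC and 0.0261 in the NAc, and translation elongation 3.4e-20 and 0.00049. The respiratory set includes the 7 mtDNA genes, so it does not speak for the nuclear genes alone. These p values are unadjusted, use the preset correlation and were not read against the splits.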
